# *Brassica napus* Roots Use Different Strategies to Respond to Warm Temperatures

**DOI:** 10.3390/ijms24021143

**Published:** 2023-01-06

**Authors:** Marta Boter, Jenifer Pozas, Jose A. Jarillo, Manuel Piñeiro, Mónica Pernas

**Keywords:** *Brassica napus*, climate change, crop adaptation, heat-shock response, root traits, temperature, comparative transcriptomic analysis

## Abstract

Elevated growth temperatures are negatively affecting crop productivity by increasing yield losses. The modulation of root traits associated with improved response to rising temperatures is a promising approach to generate new varieties better suited to face the environmental constraints caused by climate change. In this study, we identified several *Brassica napus* root traits altered in response to warm ambient temperatures. Different combinations of changes in specific root traits result in an extended and deeper root system. This overall root growth expansion facilitates root response by maximizing root–soil surface interaction and increasing roots’ ability to explore extended soil areas. We associated these traits with coordinated cellular events, including changes in cell division and elongation rates that drive root growth increases triggered by warm temperatures. Comparative transcriptomic analysis revealed the main genetic determinants of these root system architecture (RSA) changes and uncovered the necessity of a tight regulation of the heat-shock stress response to adjusting root growth to warm temperatures. Our work provides a phenotypic, cellular, and genetic framework of root response to warming temperatures that will help to harness root response mechanisms for crop yield improvement under the future climatic scenario.

## 1. Introduction

The effects of climate change are threatening crop productivity across the globe. The increasing incidences of heat waves, drought, and other extreme weather events experienced worldwide are negatively affecting agricultural production [1,2]. Feeding the world’s population will require a significant rise in food production against the backdrop of these climatic constraints [3,4]. In view of a future increase in food insecurity, agriculture needs to find new ways to adapt crops to adverse environmental changes [5,6,7]. One of the major alterations triggered by climate change is a global trend of warmer temperatures [6,8]. Elevated ambient temperatures have profound effects on plant physiology and development, leading to substantial declines in crop yield and quality [9,10]. Although crops are heterogeneously affected, higher temperatures generally shorten crop growth periods, affect photosynthetic rates, reduce plant shoots and root biomass, promote fruit senescence, decrease seed numbers and sizes, and alter seed composition [11,12,13,14]. Even though the predicted increase of a few degrees in ambient temperature can have profound effects on crop growth and yield, information on how crops adapt to warmer temperatures is still scarce [15].

Roots are the main organs that control nutrient and water uptake, and changes in soil temperatures alter these processes, limiting crop growth. Root systems are also highly plastic in response to environmental conditions and can modulate different physiological and morphological traits to adapt their architecture and functionality to disadvantageous environments [16,17,18]. Although root response to elevated temperatures could vary between crops, in general, it causes a decrease in the primary root length and an alteration of lateral roots’ growth, number, and angle of emergence, reducing the surface between root and soil [19]. This reduction in root growth is usually accompanied by a lower root-to-shoot ratio and a reduction in root carbon allocation. As a consequence, the nutrient and water uptake conducted by the roots is compromised, and crop yield is severely affected [20]. Given the difficulty in characterizing root system architecture (RSA) in the field environment, root traits associated with improved responses to rising temperatures have been classically underrepresented in breeding programs. Additional complexity has come from the soil temperature dynamics faced by crops in the field. Soil temperature varies seasonally and daily, mainly due to variations in air temperature and solar radiation. These changes particularly alter plant metabolism and growth, affecting root development and nutrient uptake, but also fungal pathogen patterns of colonization in the field, impairing crop yield [21,22,23]. Increasing data on roots’ contribution to crop yield, together with the potential to exploit their plasticity for crop adaptation, have driven a rise in the use of below-ground traits to obtain more suitable crops [24,25,26,27,28,29].

One of the crops more severely affected by environmental factors, particularly rising temperatures, is oilseed rape (*Brassica napus*). Oilseed rape is the second most important oilseed vegetable after soybean, used both as an oil and a protein crop [30]. Reductions in yield of up to 40% have been already reported due to elevated temperatures [31,32]. In the field, higher-than-optimum temperatures determine the duration of the growth stages and negatively affect seedling emergence and reproductive stages, which ultimately leads to a reduction in productivity [33,34]. Understanding how increasing temperatures affect root traits would help in designing better strategies for improved production in the coming decades. However, to successfully incorporate root traits in the generation of new cultivars, a better understanding of the genetic, cellular, and molecular mechanisms regulating RSA response to differences in soil conditions, including changes in temperature, is urgently needed [35]. In particular, we are interested in the changes that root architecture undergoes in response to warmer soils that represent the most likely scenario predicted by a future increase in global temperatures driven by climate change [8]. Oilseed rape’s optimum growth and flowering temperature is considered to be 20–21 °C, whereas 29–30 °C corresponds to warming temperatures [36]. With the aim of identifying beneficial traits of root responses to warm temperatures, we characterized the phenotypic variability associated with RSA modulation at 29 °C in a panel of spring oilseed rape (SOSR) varieties. We analyzed root responses at early stages of plant growth when the crops are more vulnerable to a poor growing environment, and temperatures particularly affect seedling establishment of temperate crops, including OSR [37,38]. Thus, in this study, we defined the most common RSA changes provoked by warm temperatures and captured the differential strategies that oilseed rape roots use to modify their architecture to this environmental condition. *B. napus* roots’ response tends to combine an increase in the extent and depth of their primary roots with changes in the distribution and elongation of their secondary roots. As a result, warming conditions lead to wider and deeper root systems that extend their area of soil exploration, improving their probability of accessing water and nutrients. Using comparative anatomical analysis, we also associated these RSA modifications with changes in the regulation of specific cellular mechanisms. In response to warm temperatures, *B. napus* plants rearrange their root growth by combining increased meristematic cell division with enhanced cell elongation. We also used comparative transcriptomic analysis to define the main genetic pathways triggered during this root response to warm temperatures. Besides the activation of the general mechanisms of high-temperature sensing and signaling, we uncovered a key role of cell growth regulators in the control of warmth-induced root growth. Furthermore, we propose that an efficient attenuation of the initial heat-shock response would be required for root response to warming temperatures in *B. napus* roots. In summary, the information gathered in this study sheds light onto the strategies adopted by oilseed rape roots to confront warming conditions and has helped us to identify putative genetic determinants of root response that might be used to secure yield stability under the challenging environmental conditions driven by climate change.

## 2. Results

### 2.1. Brassica napus Roots Adopt Different RSA Configurations to Increase Their Ability to Explore the Soil in Response to Warm Temperatures

To explore the phenotypic variability associated with RSA modulation by warming temperatures, we monitored the roots of a panel of 10 SOSR varieties grown for 7 days at 21 °C (optimal growth conditions) and 29 °C (warm conditions) on a pouch-and-wick system [39]. We quantified a wide set of root traits to analyze the changes in the extent of exploration, intrinsic size, distribution, and shape of root networks in response to warm temperatures. We observed that in roots grown under warm conditions, the majority of root traits are significantly changed (83.3%) (Table 1 and Table S1). Traits encompassing all different aspects of RSA organization were altered, but a distinct, significant increase in in extent- and size-related traits in most of the *B. napus* genotypes analyzed suggested that warming conditions led to extended and bigger root systems. Thus, we observed a significant increase in network depth, width, and consequently, convex area, indicating that the exposure of roots to warm temperatures leads to a larger extent of the medium being explored (Figure 1A and Figure S1A). Similarly, we found increased values of network length, area, and surface area, also representing an increase in root biomass and the root surface in contact with the medium (Figure 1A and Figure S1B, Table S1). Then, we quantified the relative shape of the root network and observed minor changes in aspect ratio and network width-to-depth ratio values (Figure 1A and Figure S1E, Table S1). Due to the topology of the *B. napus* root system, network depth values mainly represent the elongation of primary roots, whereas network width represents the elongation of secondary roots (Figure 1D). Thus, these results suggest that overall, *B. napus* roots respond to warming temperatures by altering the growth of both primary and secondary roots. Finally, the analysis of root traits associated with network distribution showed a reduction in network length distribution, but not significant changes in network bushiness (Figure 1A and Figure S1C, Table S1). These results indicate that the increase in root biomass and growth triggered by warm temperatures is not equally distributed along the root system. Hence, the observed decrease in network length distribution evidences a trend to increase the amount of the network accumulated in the top portion of the RSA.

More interestingly, together with a common effect of warm temperatures, we also found that there was a significant effect of genotype on all the evaluated root traits (Table 1). In order to identify and characterize the genetic variability associated with RSA response to warming, we performed multivariate principal components analysis (PCA) and hierarchical clustering (HC). Using all previous trait measurements, we found that 69% of the variability in temperature-dependent alteration of RSA traits among genotypes could be explained by the first two components, 46% and 22, 5% in PC1 and PC2, respectively (Figure 1B). Traits with higher influence in the PC1 were size-related traits, such as network surface and network area, followed by network perimeter and network length. The high contribution of size traits indicates that there is a high variation in these traits between the varieties, and accordingly, values ranged from 0.98 to 1.67 for the network surface or from 0.99 to 1.66 for the network area in Drakkar and Wesway varieties, respectively (Figure 1A,B and Figure S1B and Table S1). Likewise, shape traits also had an important contribution to PC1, with aspect ratio values from 1.37 to 0.83 in Wesway and Westar (Figure 1A). Interestingly, high values of these two traits correlated with high values of extent traits, such as the minor ellipse axis and network width in PC1, but also with negative high values of the major ellipse area or network depth in the PC2. These data suggest that most varieties change the depth of their root system mainly through the growth of their primary roots (major ellipse area vs. network depth traits), but key differences in the growth of the secondary roots account for the diversity found in the width of the network (minor ellipse area vs. network width) (Figure 1A,B and Figure S1A, Table S1). Altogether, these results imply that each variety uses different arrangements of their root traits to increase medium exploration. Consistently, when we positioned the genotypes according to their PC score, we identified three root response groups. A first group comprised the Westar, Karat, Dux, and Line varieties that showed low scores in all PCs but particularly in PC2 scores, network width, and minor ellipse area, thus representing a low response with no preferential top allocation of root networks. Although having similar PC1 scores, the Drakkar variety was allocated separately from this group due to the lowest scores of network depth (1.03) and major ellipse area (0.60), together with high network width-to-depth ratio (1.15). Consequently, the growth of secondary roots was increased, but not that of the main roots. Interestingly, Drakkar had high network solidity and secondary root density values, suggesting that although their roots explore less area, plants of this variety augmented their surface of interaction with the medium through an increase in the number of secondary roots (Figure 1A,B and Figure S1A–E, Table S1). Therefore, Drakkar represents a variety that develops wider but not deeper root networks in response to warm temperatures. A broad third group was constituted by varieties distinguished by similar PC1 and PC2 scores (Industry, Marnoo, Fido, Wesway, and Duplo) that coincide with genotypes showing moderate changes in most of root traits but a very substantial increase in extent traits, major ellipse area, and network depth. Thus, this group mainly represents varieties growing significantly more extensive and deeper roots in response to warming. Accordingly, this group contains the variety Duplo, with the highest score for convex area (2.1), resulting from high network width (1.47) and length (1.84) scores. Therefore, Duplo represents a positive root response to warm temperatures by displaying a root system covering more extension due to a combination of wider and deeper roots (Figure 1A,B and Figure S1A–E, Table S1). Hierarchical clustering (HC) of the genotypes based on these RSA traits further supported these PCA results. Thus, the varieties were grouped in three clusters according to the prevailing combination of traits displayed to respond to warming (Figure 1C). This clustering underlies the same phenotypic categorization of the varieties obtained in the previous analysis. In summary, the variability in RSA response in *B. napus* roots reflects the plasticity of the root system to respond to different environmental conditions. Thus, *B. napus* roots seem to take advantage of this plasticity by deploying different modifications of root traits to better exploit their surrounding environment.

### 2.2. Combinatory Changes in Cell Elongation and Cell Division Drive Differential Root Response to Warm Temperatures

We have shown that an increase in root growth is a common response to warm conditions in *B. napus*. To identify the cellular processes that are responsible for this growth, we carried out a comparative analysis of the primary root growth process between two *B. napus* varieties, Drakkar and Duplo, that differ significantly in their primary root response to warm temperatures (network depth 1.03 and 1.41, respectively) (Figure 1A,D and Table S1). First, we monitored the primary root growth dynamics of the two varieties in seedlings grown at 21 °C and 29 °C. Warming temperatures led to a significant increase in primary root length in Duplo, whereas no differences in length were detected in Drakkar after exposure to 29 °C compared to 21 °C (Figure 2A). Moreover, this differential root growth response was also maintained when *B. napus* seedlings were grown in perlite pots and exposed to warm temperatures for longer time periods. After 15 days, the root length ratio between 29 °C and 21 °C was similar to the values we observed at 7 days, 0.81 in Drakkar and 1.36 in Duplo (Figure 2B), suggesting that root growth response triggered by warm temperatures might be maintained through the whole seedling growth.

Root length growth is the result of combined cell proliferation in the meristem and rapid longitudinal cell expansion in the elongation zone. Hence, we measured these cell parameters in Drakkar and Duplo roots after 7 days exposed to warm (29 °C) and control (21 °C) temperature conditions. First, we measured root meristem parameters. Confocal microscopy on mPS-PI-stained roots revealed that both varieties displayed shorter root meristems at 29 °C than at 21 °C, at 776 µm vs. 612 µm in Drakkar and 731 µm vs. 609 µm in Duplo (Figure 3A and Figure 4B). This decreased meristem size was correlated with a reduced number of meristematic cells in both genotypes, 75 vs. 58 and 73 vs. 56 in Drakkar and Duplo, respectively. However, when we measured the average meristematic cell length, we found that it was higher at 29 °C than at 21 °C in Duplo, but it remained similar in Drakkar at both temperatures (Figure 3A). A cell size frequency distribution analysis revealed that in Duplo, warming resulted in a reduction in the number of shorter cells and a consistent increase in the frequencies of longer-sized cells, from 8 (24.08% at 21 °C to 18.3% at 29 °C) to 12µm (16.9% at 21 °C to 22.4% at 29 °C) (Figure 3B). In contrast, Drakkar displayed a similar distribution of cell length frequency (from 22.6% to 22.5% or from 19.7% to 20% for cell length frequencies corresponding to 8 or 12 µm, respectively) at 21 °C and 29 °C. The root meristem is divided into the apical and basal meristem according to the upward position from the root tip. Cells in the apical meristem are continuously dividing and expanding at a constant rate, whereas cells at the basal meristem also divide, but rapidly increase their size to exit the meristem through the transition zone. Since we found differences in average meristem cell length in Duplo, we were interested in mapping where these differences arise in the meristem. We found no significant differences in cell length, cell number, or meristem length in the basal meristem between 21 °C- and 29 °C-treated roots in any of the genotypes (Figure 3C). However, when we recorded the average cell length of the meristematic cells according to their position in the root meristem from the initials close to the quiescent center (QC) up to the meristem transition zone, we found that cells sharply increased their cell length earlier at 29 °C, at 411 µm compared to 561 µm from the QC in Drakkar and at 385 µm compared to 517 µm at 21 °C in Duplo, suggesting that the boundary between the apical and basal meristem starts closer to the QC when roots were grown at warm temperatures (Figure 3D). Consistently, the meristem length and total number of cells of the apical meristem were also reduced in both genotypes (58 vs. 42 in Drakkar and 57 vs. 38 in Duplo), and the average cell length increased significantly only in Duplo (Figure 3C). Altogether, these data indicate that warming temperatures provoke a shortening of the root meristem caused by a reduction in the apical meristem size.

Cell production in the meristem mainly relies on two factors, the number of dividing cells and their rate of cell division. Since the meristem of both genotypes contained less meristematic cells in response to warm temperatures, we analyzed whether there were changes in their rate of cell division that could account for the differential root growth response in both varieties. We quantified the differences in cell division rates in response to warm temperatures by scoring double-labeled-EdU and DAPI nuclei cells using confocal microscopy. First, we monitored warmth-induced changes in DNA replication by measuring EdU incorporation rates that represent the portion of meristematic cells in the S-phase among all meristematic cells (EdU-labeled nuclei/DAPI-labeled nuclei). As shown in Figure 3E,F, EdU incorporation ratios were not significantly different between roots grown at 21 °C and 29 °C in either of the two varieties, indicating that warming temperatures did not strongly affect DNA replication. Then, we measured the relative number of mitotic cells (mitotic index) by scoring M-phase EdU-labeled nuclei (number of EdU-labeled M-phase nuclei/total EdU-labeled nuclei). We found a significant increase in mitotic figures in Duplo roots grown at 29 °C compared to 21 °C, with the EdU-related mitotic index rising from 2.41 at 21 °C to 5.49 at 29 °C, but we did not detect any difference in Drakkar (Figure 3G). Altogether, these results suggest that Duplo meristems compensate for the reduction in meristematic cell numbers in response to warm temperatures by increasing their cell division rate.

Next, we quantified the number and length of the cells in the root elongation zone (EZ), where cells no longer divide but expand rapidly. When we examined the elongation zones of mPS-PI-stained roots grown at 29 °C and compared these with roots grown at 21 °C, we observed a significant decrease of 44% in the length of Drakkar EZ, whereas no change was observed in Duplo (Figure 4A,B). The differences in EZ length correlated with a decrease in the number of elongating cells, from 33 to 24 cells (27%), and a reduction in average cell length, from 92 to 76 µm (18%), in Drakkar. By contrast, in Duplo, a significant increase in average cell length, from 72 to 83 µm (14%), compensates for the decrease in cell number, maintaining the EZ length (Figure 4A,B). Accordingly, we observed a clear increase in the relative frequencies of longer cells in Duplo EZ compared to Drakkar EZ (Figure 4C). The analysis of the distribution of cell size relative to cell position in the EZ of both varieties showed that, as expected, at both temperatures, cell length increased as cells were reaching the differentiation zone. However, significant differences among the genotypes were revealed at 29 °C. Cell length increased more sharply along the root EZ in Duplo than in Drakkar (Figure 3D), suggesting that cells elongated more quickly in Duplo compared to Drakkar EZ in response to warm temperatures. Consequently, the first cell in the differentiation zone was significantly bigger in Duplo at 29 °C than in Drakkar, further evidencing the differences between both genotypes (Figure 4E). These results showed that warm temperatures enhance cell elongation in Duplo but not in Drakkar EZ. Our data suggest that *B. napus* roots might combine different cellular changes, such as increasing cell proliferation in the meristem followed by enhanced cell elongation, to integrate the root growth response to warm temperatures. However, this combinatorial strategy must be differentially applied between varieties, since spatial root growth response varies among genotypes. Thus, when we analyzed the cellular response of Marnoo, another genotype that increased the length of their primary root in response to warming, although to a lesser extent than Duplo (Figure S2A), we found that the meristem length, cell number, and average cell length did not display significant changes when grown at 29 °C (Figure S2B). In contrast, in the EZ, average cell length was significantly increased compared to 21 °C (Figure S2C), suggesting that cell elongation is the main cellular mechanism employed in this variety to respond to warming. These results further support the hypothesis that *B. napus* deploys different cellular changes to respond to adverse temperatures.

### 2.3. Balanced Regulation of Transcriptional Temperature Response Is Crucial to Adjusting Root Growth to Warming Conditions

We have shown that *B. napus* roots modify their developmental program to adjust their growth to warming temperatures. To understand the genetic regulation of this response, we compared the root patterns of gene expression of the *B. napus* varieties Drakkar and Duplo using transcriptomic analysis. Correlation analysis of the differences in gene expression with the differences in primary root elongation observed in these two different genetic backgrounds will allow us to identify the major transcriptomic changes that define the primary root response to warming temperatures, as well as some of the gene regulatory networks that may contribute to the differences in RSA detected in these varieties. With this aim, we carried out RNA sequencing (RNA-seq) of Drakkar and Duplo root tips grown at 21 °C and 29 °C for 7 days. 

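The RNA came from root tips of the spring oilseed rape varieties Drakkar and Duplo, germinated for 3 days and then grown for 7 days at 21 °C or 29 °C. There were 12 libraries, with 3 biological replicates for each of the 4 combinations of variety and temperature, and each replicate combined 18 seedlings from 3 experimental units. The paper gives the root tips as 0.5 cm long, whereas the sample labels give 1 cm. The authors sequenced poly(A) RNA with a strand-specific kit, aligned the paired reads to the rapeseed reference genome with HISAT2 and deposited the number of reads counted on each of 101038 genes, without normalization. The paper's text does not name the counting program or how it used the strand and reads that align to several genes. *B. napus* is an allotetraploid whose A and C subgenomes carry near-identical copies of most genes, so the division of reads between homoeologous or duplicated genes is uncertain for each gene named here.
Between 33554220 and 39934384 reads with a median of 35227951 were counted on genes per Drakkar library at 21 °C, and between 26790589 and 30549701 reads with a median of 28726470 at 29 °C. For Duplo, the totals lay between 29950049 and 33738867 reads with a median of 30263086 at 21 °C and between 26554987 and 31701607 reads with a median of 28155628 at 29 °C. The libraries were used as the separate replicates that the paper and the sample labels describe. To look for repeated deposits of one library, those of the same group were compared, and no 2 of them agreed within the sampling noise of their counts (chi-square per degree of freedom between 7.98 and 60.5).
From the counts, the temperatures were compared within each variety with edgeR's quasi-likelihood test after TMM normalization and removal of genes with low counts (filterByExpr), which left 52709 genes in Drakkar and 51673 in Duplo. The p-values were adjusted by the Benjamini-Hochberg method. As in the paper, genes with an adjusted p-value under 0.05 and a log2 fold change above 1 or below -1 were taken as DEGs. With library totals in place of TMM factors, the median log2 fold change of all genes tested in Drakkar moved from 0.0063 to 0.13. Expression levels are given as CPM, the normalized share of the reads of a library. Where all libraries of a group had 3 counts or fewer, the fold change is given as a lower bound against that floor. The precision that these counts give covers counting error only, since the reads carry no molecular identifiers.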

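In Drakkar, 1707 of the 52709 genes tested were DEGs between 29 °C and 21 °C, and 14958 genes had an unadjusted p-value under 0.05, where chance gives 2635. In Duplo, 1 of 51673 genes was a DEG, whereas 10272 genes had an unadjusted p-value under 0.05, where chance gives 2584. The Duplo DEG was *PAB4* (BnaA09g42030D), which encodes a poly(A)-binding protein, with a log2 fold change of 2.19 (standard error 0.11, edgeR adjusted p = 0.0237). The common biological coefficient of variation between replicates was 0.214 in Drakkar and 0.281 in Duplo. For all of these DEGs, the libraries of one temperature lay entirely above those of the other. Among all genes tested this held for 34.8% in Drakkar and 28.4% in Duplo, where chance gives 10%. With DESeq2's Wald test in place of edgeR's quasi-likelihood test, 2488 DEGs were obtained in Drakkar and 929 in Duplo.
The number of DEGs changed when single libraries were left out. Each such fit also had 1 replicate fewer in a group, so a fall cannot be credited to the library alone. In the Drakkar fits with fewer DEGs, between 10932 and 12343 genes still had an unadjusted p-value under 0.05. The number of DEGs fell to 11 without Drakkar 21 °C replicate 3 and rose to 3173 without Drakkar 29 °C replicate 2. The other Drakkar fits gave 126 DEGs without 21 °C replicate 1, 131 without 21 °C replicate 2, 336 without 29 °C replicate 1 and 185 without 29 °C replicate 3, and 10 genes were DEGs in all 6. In Duplo, 396 genes were DEGs without 29 °C replicate 3, and 0 when any one of the other 5 libraries was left out.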

Differential gene expression analysis of these data identified 930 differentially expressed genes (DEGs) in Duplo and nearly three times more genes, 2605, in Drakkar (DEGS, adjusted *p*-val < 0.05 and −1 > log2FC > 1) (Figure 5A,B and Table S2). Interestingly, 77.7% of the Drakkar DEGs were upregulated, whereas 58.5% were induced in Duplo, suggesting that an active transcriptional reprogramming is triggered in response to warm temperatures. 

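Of the Drakkar DEGs, 1308 had higher and 399 lower counts at 29 °C, so that 76.6% were upregulated (Wilson 95% interval from 74.6% to 78.6%). This interval takes the genes as independent and does not cover the spread between libraries or the choice of scaling. The Duplo DEG was upregulated. Under DESeq2, 573 Duplo DEGs were upregulated and 356 downregulated, a Duplo share of DEGs upregulated of 61.7%. Scaling by library totals alone raised the Drakkar share of DEGs upregulated to 86.3%, and leaving out Drakkar 21 °C replicate 2 lowered it to 66.4%. Among the Duplo DEGs obtained without Duplo 29 °C replicate 3, 48.5% were upregulated.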

Comparative analysis of these DEGs showed a low correlation between the gene expression responses to warming temperatures of the two varieties (Figure S3A). 

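Across the 1469 DEGs of either variety that were tested in both, the log2 fold changes of Drakkar and Duplo had a Pearson correlation of 0.637 and a Spearman correlation of 0.591. All of these genes were Drakkar DEGs, the Duplo DEG among them. With DESeq2, whose DEGs came from both varieties, the Spearman correlation was 0.510 across 2741 genes. These are correlations across genes, which are not independent replicates, and no p-value is given. The direction of change was the same in both varieties for 1317 of the 1469 genes (89.7%). Across all 49738 genes tested in both varieties, the Pearson correlation was 0.545. A single library had a large part in the values across the DEGs. Without Duplo 29 °C replicate 3, the Pearson correlation was 0.193 and the Spearman correlation 0.237. The direction was then the same for 1191 of the 1763 DEGs of either variety tested in both.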

Only 12.2% of Drakkar DEGs were shared with Duplo DEGs, whereas 34.4% of Duplo DEGs overlapped with Drakkar DEGs (Figure 5C), indicating that there are significant differences in the temperature-dependent transcriptome reprogramming between the two varieties. 

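The DEG lists shared 1 gene, *PAB4*, upregulated in both varieties. Fisher's exact test over the genes tested in both gave p = 0.0295. With 1 Duplo DEG, this value is only the share of Drakkar DEGs among those genes, so the test cannot decide whether the responses overlap. Of the Drakkar DEGs, *PAB4* among them, 592 changed in the same direction in Duplo with an unadjusted p-value under 0.05, and 3 did so in the opposite direction. With DESeq2, 318 DEGs were shared, an odds ratio of 14.6 over the genes tested in both, and all of them changed in the same direction in both varieties. Without Duplo 29 °C replicate 3, 92 were shared, 84 of them in the same direction. From the limited overlap of the DEG lists (Fig. 5C), the paper concludes that the varieties differ significantly in how temperature reprograms the transcriptome.
The difference between the responses of the varieties was tested as an interaction of variety and temperature over all 12 libraries. Of 55227 genes, 0 passed the threshold, with a lowest adjusted p of 0.0926 in edgeR's quasi-likelihood test, and 3891 genes had an unadjusted p-value under 0.05, where chance gives 2761 on average. The interaction passed the threshold for 135 genes with DESeq2, for 137 genes without Duplo 21 °C replicate 2 and for 137 without Duplo 29 °C replicate 3.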

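In a principal component analysis of the log2 CPM of the 12 libraries, the first component (55.1% of the variance) separated the varieties, with scores from 78.3 to 98.7 for Drakkar and from -99.4 to -74.4 for Duplo. On the second component (18.4%), the Drakkar libraries had scores from 36.1 to 66.0 at 21 °C and from -72.8 to -23.3 at 29 °C. The Duplo libraries at 21 °C scored from 13.6 to 40.7, whereas those at 29 °C scored 19.7 (replicate 1), 9.32 (replicate 2) and -123 (replicate 3). The gene lists used for the patterns come from Table S3, which was read in full for Cluster 1 (1105 genes), Cluster 2 (922 genes) and Cluster 3 (260 genes). For Cluster 4, the genes in the copy of the table at hand numbered 75 against the paper's 352, and Clusters 5 and 6 were not analysed here. Since the study chose these lists from the same libraries, values over a list are not independent evidence for its pattern.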

Hierarchical clustering of all the genes with altered expression at 29 °C in both varieties revealed six major patterns of transcriptional response to warmer temperature (Figure 5B and Table S3). Cluster 1 (1105 genes) and Cluster 5 (422 genes) contained genes predominantly induced or repressed in both varieties, respectively. 

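Of the Cluster 1 genes, 1024 were tested in Drakkar, where their median log2 fold change was 1.48 and 675 were upregulated DEGs, against 53, 57 and 7 without 21 °C replicate 1, 2 or 3 and 139, 884 and 80 without 29 °C replicate 1, 2 or 3. In Duplo, 951 were tested, all with a positive log2 fold change, a median of 1.22 and an interquartile range from 0.90 to 1.64. Both medians stayed the same to 2 decimals with the genes at the floor set to their bound. The Duplo data gave 1 DEG of this list when adjusted over all genes, 479 genes at an unadjusted p-value under 0.05 and 263 genes adjusted over the list alone. With DESeq2, 232 of the genes were DEGs in Duplo, and 162 in one fit of all 12 libraries. The median CPM of the list was 0.997, 1.33 and 1.20 in Duplo replicates 1 to 3 at 21 °C, and 1.62, 1.78 and 4.71 at 29 °C. Without Duplo 29 °C replicate 3, the median log2 fold change in Duplo was 0.59, 751 of 953 genes were positive and 63 were DEGs.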

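Among the Cluster 1 genes that the paper names, the ethylene biosynthesis gene *BnACO1* (BnaCnng33000D) had a log2 fold change of 2.31 (standard error 0.27, adjusted p = 0.0129, edgeR) in Drakkar and of 2.33 (standard error 0.32, adjusted p = 0.0888, edgeR) in Duplo. The other ethylene gene, *BnSAM1* (BnaC04g00410D), reached 1.87 (standard error 0.38, adjusted p = 0.0370) in Drakkar and 1.20 (standard error 1.31, adjusted p = 0.627) in Duplo in the same edgeR test. For the sugar transporter gene *BnSUC7* (BnaC06g32880D) the edgeR values were 1.98 (standard error 0.21, adjusted p = 0.0109) in Drakkar and 2.51 (standard error 0.44, adjusted p = 0.0944) in Duplo, and for the splicing factor gene *BnSR30* (BnaA06g37780D) they were 1.73 (standard error 0.38, adjusted p = 0.0450) and 1.22 (standard error 0.50, adjusted p = 0.246). The acyl-CoA oxidase gene *BnACX2* (BnaA09g07080D) changed by 2.13 (standard error 0.44, adjusted p = 0.0383) in Drakkar and by 1.92 (standard error 1.00, adjusted p = 0.328) in Duplo (edgeR). The peroxidase gene *BnPRX71* (BnaCnng51060D) had too few counts for the test in Drakkar, where it rose from 0.0101 ± 0.0174 CPM at 21 °C to 0.341 ± 0.198 CPM at 29 °C (SD, n = 3), at least 3.68-fold higher. Its Duplo levels were 0.651 ± 0.0713 CPM at 21 °C and 3.59 ± 6.03 CPM at 29 °C (SD, n = 3), with a log2 fold change of 2.45 (standard error 1.60, adjusted p = 0.420, edgeR).
In the edgeR test, the 5 genes tested in Drakkar were DEGs there, and none of the 6 was a DEG in Duplo. With DESeq2, *BnACO1* (adjusted p = 1.1e-10) and *BnSUC7* (adjusted p = 1.0e-06) were DEGs in Duplo and the rest of the 6 were not. In Duplo, *BnACO1*, *BnSUC7* and *BnSR30* had higher CPM in every 29 °C library than in any 21 °C library, a separation that chance gives for 10% of genes in either direction. The Duplo values of the other genes rested on 29 °C replicate 3, without which the log2 fold change was -2.35 for *BnSAM1*, -0.12 for *BnACX2* and -2.61 for *BnPRX71*. When each Drakkar library was left out in turn, *BnSUC7* stayed a DEG in 5 of 6 fits and *BnACO1* in 3, whereas *BnSAM1*, *BnSR30* and *BnACX2* stayed in 1 each.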

Gene ontology enrichment analysis showed that Cluster 1 was enriched in genes related with the response to oxidative stress (*BnPRX71*), fatty acids (*BnACX2*), and sugars (*BnSUC7*), as well as ethylene (ET) biosynthesis (*BnSAM1*, *BnACO1*) and splicing machinery (*BnSR30*), whereas Cluster 5 contained genes related to metabolic processes and beta-glucosidase activity (Figure 5C and Table S3). These clusters represent the common patterns of gene expression between genotypes, and therefore, either the transcriptional activation (Cluster 1) or repression (Cluster 5) of these groups of genes underlies their shared temperature induced response, as confirmed by qPCR (Figure 5B,C, Figure 6 and Figure S3B,C). Remarkably, the biological processes that were overrepresented, such as oxidative, lipid, and splicing pathways, have been defined as part of the common mechanisms of temperature sensing and signaling in plants [20,40,41].

The remaining clusters comprised genes showing differential expression between the two genotypes and are therefore more likely to contain the genetic determinants of the variability in root response to warming conditions. 

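To see how often single genes moved in opposite directions, the libraries of each variety were compared for all 49738 genes tested in both. In 204 genes (0.410%), every 29 °C library lay above every 21 °C library in one variety and below it in the other, where chance gives 0.5%. A separation in the same direction in both varieties was found for 6569 genes (13.2%), where chance gives 0.5% as well.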

Clusters 3, 4, and 6 represented genes that had an opposite expression in Duplo compared to Drakkar. We found genes that were repressed in Drakkar but less repressed or induced in Duplo (Cluster 3), induced in Duplo but less induced in Drakkar (Cluster 4), or repressed in Duplo but induced or less repressed in Drakkar (Cluster 6). 

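In Drakkar, 248 Cluster 3 genes were tested, all with a negative log2 fold change, with a median of -1.32 and 166 downregulated DEGs, against 13, 18 and 1 without 21 °C replicate 1, 2 or 3 and 38, 177 and 18 without 29 °C replicate 1, 2 or 3. In Duplo, the median over the 238 genes tested was -0.30, also with the genes at the floor set to their bound. Over single pairs of a 29 °C and a 21 °C Duplo library, which share the 3 libraries of each group, the median varied with an SD of 0.31. There, 178 genes were negative and 60 positive. None was a DEG over all genes or adjusted over the list alone, and 34 had an unadjusted p-value under 0.05. The median in Duplo stayed negative when each library was left out in turn, but was -0.084 without Duplo 29 °C replicate 3, which gave 1 DEG.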

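The nitrate transporter gene *BnNRT2.1* (BnaA06g04570D), listed in Cluster 3, had 5.93 ± 4.23 CPM at 21 °C and 0.492 ± 0.647 CPM at 29 °C (SD, n = 3) in Drakkar, with a log2 fold change of -3.61 (standard error 0.88, adjusted p = 0.0545, edgeR) and thus missed the threshold, which it passed with DESeq2. In Duplo, replicates 1 to 3 had 1.18, 4.12 and 3.16 CPM at 21 °C and 14.2, 3.70 and 1.52 CPM at 29 °C, with a log2 fold change of 1.20 (standard error 0.83, adjusted p = 0.443, edgeR), and of -0.11 without Duplo 29 °C replicate 1. Tested as an interaction, the response in Duplo minus that in Drakkar was 4.81 (standard error 1.38, adjusted p = 0.524) on the log2 scale (edgeR). The nitrate reductase gene *BnNIA1* (BnaCnng60930D) had a log2 fold change of -3.08 (standard error 0.73, adjusted p = 0.0515, edgeR) in Drakkar, missing the threshold that it passed with DESeq2, and too few counts for the test in Duplo.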

Regarding the type of genes contained in these clusters, Cluster 3 (260 genes) was enriched in genes related to nitrate assimilation, metabolism, and transport (*BnNRT2.1*) and to cell wall-related processes. Cluster 4 (352 genes) included genes involved in peroxidase activity, cell wall biogenesis and organization (*BnXTR6*, *BnEXPA8* and *BnXYL4*), and abscisic acid (ABA) signaling (*BnPYL4* and *BnPYL5*). Thus, in Duplo, the transcription of several cell growth regulators is activated or repressed to enhance root growth, whereas in Drakkar, this response is not fully accomplished (Figure 5B and Figure S3B). 

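In Duplo, none of these 5 genes was a DEG in edgeR's quasi-likelihood test, although each had higher CPM in every 29 °C library than in any 21 °C library. The log2 fold changes in Duplo were 2.63 (standard error 0.87, adjusted p = 0.181, edgeR) for *BnXTR6* (BnaA01g15000D), 2.33 (standard error 0.46, adjusted p = 0.102) for *BnEXPA8* (BnaA05g01790D) and 1.06 (standard error 0.20, adjusted p = 0.0971) for *BnXYL4* (BnaC09g06400D). For the abscisic acid receptor genes, edgeR gave 1.37 (standard error 0.15, adjusted p = 0.0882) for *BnPYL4* (BnaC03g21240D) and 1.02 (standard error 0.15, adjusted p = 0.0888) for *BnPYL5* (BnaA10g24990D). With DESeq2, *BnEXPA8*, *BnXYL4*, *BnPYL4* and *BnPYL5* were DEGs in Duplo and *BnXTR6* was not, whereas in Drakkar *BnXTR6* and *BnEXPA8* were DEGs and the other 3 were not. The *BnXTR6* value in Duplo depended on 29 °C replicate 3, which had 46.0 CPM against 7.88 and 7.91 CPM in replicates 1 and 2, and was 1.25 without it. In Drakkar, *BnEXPA8* was a DEG, with 1.56 (standard error 0.36, adjusted p = 0.0492) in the edgeR test, and stayed one in 1 of the 6 fits that each left out a Drakkar library. The other log2 fold changes in Drakkar were 1.07 for *BnXTR6*, 0.37 for *BnXYL4*, 0.53 for *BnPYL4* and 0.51 for *BnPYL5*, none of them a DEG in the edgeR test. The response in Duplo minus that in Drakkar, tested as an interaction with edgeR, was 0.82 (standard error 0.32, adjusted p = 0.637) for *BnPYL4*, 0.49 (standard error 0.27, adjusted p = 0.785) for *BnPYL5*, 1.53 (standard error 0.98, adjusted p = 0.833) for *BnXTR6*, 0.67 (standard error 0.33, adjusted p = 0.749) for *BnXYL4* and 0.76 (standard error 0.63, adjusted p = 0.890) for *BnEXPA8*. All 5 differences were positive, and none passed the threshold.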

Finally, Cluster 6 (153 genes) encompassed genes related with either light-signaling pathways or negative regulation of photomorphogenesis (*BnPIL2*) (Figure 5C and Figure S3B). Comparison and validation by qPCR of the differential expression patterns of key genes belonging to these biological processes in each cluster confirmed that *B. napus* roots specifically modify their transcriptional programs to adjust their growth to respond to warming temperatures by coordinating the activation of temperature sensing/signaling and cell growth regulatory pathways (Figure 6 and Figure S3B,C).

Lastly, Cluster 2 (922 genes) was the largest differential cluster, representing more than half of the genes (54.66%) with opposing expression patterns. This cluster comprised genes that are highly induced in Drakkar but less induced or repressed in Duplo, and it was enriched in genes related to the response to hydrogen peroxide (*BnCAT3*) and high light intensity (*BnGols1*). However, the most represented GO of this cluster, corresponding to 56 genes, was “response to heat”, and this included several core heat-shock response genes (HSR), such as heat-shock proteins (HSPs) (*BnHSA32*, *BnHSP15.7*), chaperones (*BnP23*) and heat-shock transcription factors (HSFs) (Figure 5C and Table S3). Moreover, this group of heat-shock response genes not only showed the highest fold changes in Drakkar DEGs (13 HSR genes out of 15 genes with log2FC > 8, 86%) (Figure 7A), but also the highest differences between Drakkar log2FC and Duplo log2FC (13 HSR genes out of 19 genes with ∆DK log2FC/DP log2FC > 8, 68.4%) (Figure 7B). 

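The 815 Cluster 2 genes tested in Drakkar all had a positive log2 fold change, with a median of 1.81, and 549 were DEGs, against 37, 29 and 2 without 21 °C replicate 1, 2 or 3 and 91, 712 and 47 without 29 °C replicate 1, 2 or 3. In Duplo, 694 were tested, with a median of 0.31 and an interquartile range from -0.038 to 0.56. There, 506 genes were positive and 188 negative. None was a DEG over all genes or adjusted over the list alone, and 33 had an unadjusted p-value under 0.05. Both medians were the same to 2 decimals with the genes at the floor set to their bound. With DESeq2, 9 of the genes were DEGs in Duplo. The median CPM of the list in Duplo was 0.623, 0.962 and 2.27 in replicates 1 to 3 at 29 °C, against 0.997, 1.12 and 1.23 at 21 °C. The sign of the Duplo median therefore rested on 1 library: without 29 °C replicate 3 it was -0.35, with 228 of 705 genes positive and 20 DEGs. Without 29 °C replicate 1 it was 0.56.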

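In Drakkar, the catalase gene *BnCAT3* (BnaC08g19360D) had 0 counts in all 3 libraries at 21 °C and 0.770 ± 0.385 CPM (SD, n = 3) at 29 °C, at least 8.32-fold higher (adjusted p = 0.0281, edgeR). In Duplo, its counts were too low for the test, with 0.0831 ± 0.0916 CPM at 21 °C and 0.0236 ± 0.0409 CPM at 29 °C (SD, n = 3). The galactinol synthase gene *BnGolS1* (BnaA04g26930D) rose in Drakkar from 0.0388 ± 0.0466 CPM at 21 °C to 17.0 ± 16.0 CPM at 29 °C (SD, n = 3), at least 183-fold higher (adjusted p = 0.0333, edgeR). It was also below the count limit of the test in Duplo, with 0.193 ± 0.334 CPM at 21 °C and 0.321 ± 0.219 CPM at 29 °C (SD, n = 3). Both genes stayed DEGs in Drakkar in 1 of the 6 fits that each left out a library, the fit without 29 °C replicate 2.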

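For the heat-shock response, the 55 Cluster 2 genes were taken whose Arabidopsis locus is in a list of 41 loci of heat-shock proteins, chaperones, heat-shock factors and other heat-induced genes. In Drakkar, 48 of them were tested, all with a positive log2 fold change. Their median was 4.25, also with the 3 genes at the floor set to their bound. Of these 48 genes, 33 were DEGs, and 48 when adjusted over the list alone, which the study chose from these libraries. In Duplo, 47 were tested, with a median of -0.11 (SD 1.54, n = 3), 21 positive and 26 negative log2 fold changes, no DEGs and 1 gene at an unadjusted p-value under 0.05.
The levels differed widely between replicates. The median CPM over the list was 1.87, 1.45 and 1.42 in Drakkar replicates 1 to 3 at 21 °C and 49.2, 5.97 and 50.9 at 29 °C. In Duplo it was 0.635, 22.8 and 0.731 at 21 °C and 3.67, 4.22 and 10.5 at 29 °C. Without Duplo 21 °C replicate 2, the Duplo median was 2.43, or 2.05 with the 7 genes then at the floor set to their bound, with all 48 genes tested positive, 43 at an unadjusted p-value under 0.05, no DEGs over all genes and 39 adjusted over the list alone. Without Duplo 29 °C replicate 1 the Duplo median was 0.069. Without Drakkar 29 °C replicate 2, the Drakkar median was 5.47, or 4.96 with 10 genes at their bound, with 52 DEGs among 55 genes tested. In Drakkar, there were 4 heat-shock DEGs without 29 °C replicate 1, 1 without 29 °C replicate 3 and none without any one of the 21 °C libraries, where at least 54 of 55 genes had an unadjusted p-value under 0.05.
Single libraries also set the values of the genes the paper names. *BnHSA32* (BnaC07g36650D) had a log2 fold change of 6.79 (standard error 0.82, adjusted p = 0.0145, edgeR) in Drakkar and 0.97 (standard error 1.44, adjusted p = 0.726) in Duplo (edgeR), where all its 21 °C counts lay in replicate 2. *BnHSP15.7* (BnaAnng17140D) had 6.70 (standard error 1.20, adjusted p = 0.0293, edgeR) in Drakkar and -0.69 (standard error 1.36, adjusted p = 0.798) in Duplo in the same edgeR test, or 3.11 without Duplo 21 °C replicate 2. *BnP23* (BnaA09g30420D) had 9.16 (standard error 1.31, adjusted p = 0.0193, edgeR) in Drakkar and -0.14 (standard error 1.63, adjusted p = 0.970) in Duplo, or 5.63 without that library.

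**Figure D1:**
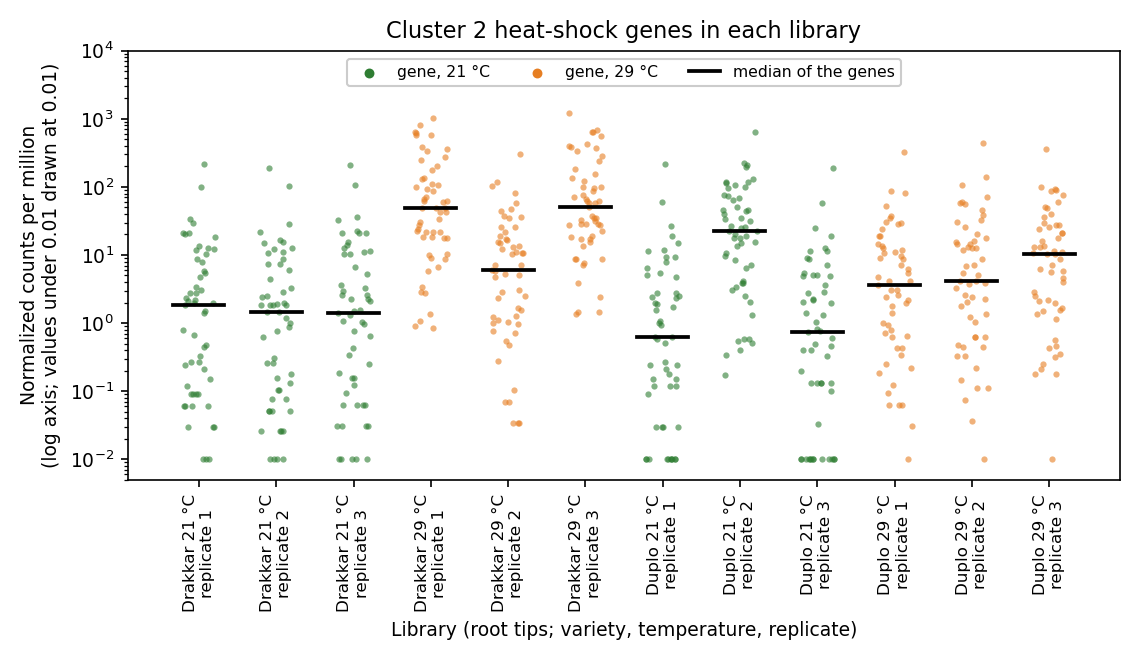
Levels of the 55 Cluster 2 heat-shock genes in each of the 12 root tip libraries, as CPM on a log axis, with a point per gene (green at 21 °C, orange at 29 °C) and a black bar at the median, and values under 0.01 drawn at 0.01. The median of Duplo 21 °C replicate 2 (22.8 CPM) lies above those of the 3 Duplo libraries at 29 °C, and that of Drakkar 29 °C replicate 2 (5.97 CPM) lies below those of the other 2 Drakkar libraries at 29 °C.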

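In Drakkar, 10 DEGs had a log2 fold change above 8, and 8 of them were in the heat-shock list. For 2 of the 10, all 21 °C libraries were at the floor of 3 counts, so the size of their fitted fold change is not fixed by the counts. After *BnP23*, the highest log2 fold changes were 9.07 (standard error 1.24, adjusted p = 0.0182, edgeR) for *HSP23.6-MITO* (BnaC01g17140D) and 8.81 (standard error 0.86, adjusted p = 0.00890, edgeR) for *P23-1* (BnaC05g17990D). Of the 15 genes that the paper lists above 8 in the part of Table S2 at hand (1653 of the paper's 2605 Drakkar genes), 13 were in the heat-shock list. Here, 11 of these 15 passed the filter on low counts, and all 11 were DEGs. Without that filter, 14 DEGs had a log2 fold change above 8, 10 of them in the heat-shock list, whereas the replicate block gave 7, 6 of them in the list, and at least 10 counts in every library gave 2, both in the list. The number of heat-shock DEGs above 8 was 14 without Drakkar 29 °C replicate 2, 1 without either of the other Drakkar 29 °C libraries and 0 without any one of the 21 °C libraries. The log2 fold change in Drakkar exceeded that in Duplo by more than 8 for 7 DEGs, all of them in the heat-shock list. It did so for none with at least 10 counts in every library, 1 with the replicate block, 6 with robust estimation, 13 in one fit of all 12 libraries (5 of them in the list) and 16 without a filter (10 of them in the list). In the fits that each left out a library, the number was 2 without Duplo 21 °C replicate 2 and 3 without Drakkar 21 °C replicate 1, none of them in the list, and 34 without Duplo 29 °C replicate 3, 9 of them in the list. There were none without Drakkar 21 °C replicate 2 or 3 or Drakkar 29 °C replicate 1 or 3, and 8 or 9 without any other library.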

The negative correlation between the high induction of HSR gene expression and the reduction in primary root growth in Drakkar, together with the positive correlation of increased primary root elongation with the repression of the same genes in Duplo, as assayed by qPCR, strongly suggested that a tight control of HSR is required to stimulate warmth-triggered primary root growth (Figure 6A and Figure S3B,C). Consequently, we speculated that when roots are exposed to warming temperatures, an initial activation of HSR is triggered in both varieties, but subsequent HSR repression is initiated in Duplo and not in Drakkar. To test this hypothesis, we analyzed the transcriptional dynamics of several HSR genes belonging to Cluster 2 at 24 h, 48 h, 4 days, and 7 days after being exposed to the control temperature, 21 °C, and 29 °C in both varieties. Thus, we monitored the pattern of expression of four well-known core HSR genes, including the small heat-shock protein, *BnHSP17.6*; the ATP-dependent chaperone of the HSP70 family, *BnHSP70*; the mitochondrion-localized small heat-shock protein, *BnHSP23.6M*; and the HS-induced galactinol synthase, *BnGolS1*, by qPCR (Figure 7C) [42,43]. As expected, we found that all these genes started to increase their expression at 24 h after 29 °C exposure. In Duplo, this increase was constantly maintained until reaching the maximum at 4 days, when the expression levels were reduced (*BnHSP17.6* and *BnHSP70*) or steadily maintained (*BnHSP23.6* and *BnGols1*) up to 7 days. On the contrary, in Drakkar, this gene induction gradually increased from 24 h without declining until day 7 when the genes reached the maximum differential expression levels compared to Duplo (Figure 7C). These gene expression patterns correlated well with the opposite primary root growth response to warm temperature observed for these two varieties and suggest that the phenotypic RSA response could be associated with differences in the transcriptional dynamics of the heat-shock response. Based on these results, we propose that in the roots, warming temperatures lead to an early activation of the HSR. Once this response is triggered, roots attenuate this stress response to avoid its detrimental effect over growth. We postulate that roots of oilseed rape varieties such as Drakkar that could not counterbalance their temperature stress response and maintained high levels of HSR gene expression strive to readjust their root growth. Further analysis of the effect of the sustained expression of some of the key HS regulators identified in this study on root response to warming will contribute to corroborating this hypothesis.

## 3. Discussion

Root system architecture determines the root capacity of supplying water and nutrients to the plant. Under changing environmental conditions, RSA needs to undergo rearrangements to effectively reach water and nutrient-rich patches in the soil. The identification of root traits responsible for this response is crucial for developing climate-adapted cultivars [18,35]. Several effects on root system architecture due to changes in soil temperatures have been previously described in crops. Thus, a reduction in root growth associated with higher temperatures has been shown in maize, sorghum, rice, and potato [44,45,46,47]. On the other hand, changes in adventitious and lateral roots’ initiation and elongation have also been described in potato, maize, sweet potato, and cassava [48,49,50]. However, few studies have focused on characterizing the root response to warm temperatures that is predicted to be the most likely temperature condition confronting crops. Our results suggest that constant warming temperatures enhance some beneficial root traits related to the roots’ ability to explore their environment in several oilseed rape varieties at early stages of seedling development. These root traits included an increase in the extent and depth of primary roots, changes in the distribution and elongation of secondary roots, and an increase in the root surface area due to the combination of primary and secondary root extension. Bigger root systems assist water and nutrient uptake to support active growth during seedling establishment. They also increase the growth of the crop canopy, enhancing seedling survival to pest and environmental stresses and improving their competition with weeds. Consistently, some of the RSA changes that we have described in response to warming are coincident with root traits already associated with QTLs that are found in cultivars that are more tolerant to high temperatures and drought stress in some crops, such as rice, wheat, and barley [51,52,53,54,55]. These QTL-associated traits correspond to higher root length or enhanced superficial root distribution, suggesting that the similar root responses displayed by some of the *B. napus* varieties analyzed could be positive root traits for tolerance. Moreover, in other species, larger root size and fast early root expansion have been linked to adaptive advantages to temperature by enhancing plant competition in the field [23]. Contrary to this observed positive RSA response to warming, the exposure of roots to temperatures that are higher than optimal generally causes a negative effect in the overall root growth, hinting that plants have a narrow temperature margin between triggering an adaptation or stagnation root growth response [20,55]. Harnessing the modulatory mechanism responsible for this root growth readjustment may help to develop crops that are equally adapted to either heat waves or an increase of a few degrees in temperature triggered by climate change [56]. Our analysis of root response variability to warm temperatures in *B. napus* seedlings also uncovered differential growth responses between primary and secondary roots. At warmer temperatures, the elongation of primary and secondary roots was not concertedly enhanced in all varieties, but it underlies Drakkar’s divergent response, consisting of the elongation of secondary roots, though not of primary roots (Figure 1B,C). These phenotypic responses suggest that specific root developmental signals could differentially modulate the growth programs of primary and lateral roots to warming temperatures. Several hormones, such auxins, ABA, brassinosteroids, or gibberellins, have been described as modulators of differential responses to environmental stress displayed by primary and secondary roots in several plant species [41,57,58,59]. Since some regulatory components of these hormonal pathways were differentially expressed in Drakkar primary roots compared to Duplo, one tempting possibility is that a hormonally dependent mechanism could be responsible for their contrasting growth responses to warm temperatures (Figure 5C and Table S4). 

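Of the genes in Table S4, 9 belong to hormone pathways: *BnCKX1*, *BnKMD1* and *BnHB3* (cytokinin), *BnACO1* and *BnSAM1* (ethylene), *BnPYL4* and *BnPYL5* (abscisic acid), *BnSTE1* (brassinosteroid) and *BnGA2ox2* (gibberellin). Of these, 5 were DEGs in Drakkar and 0 in Duplo, where *BnACO1*, *BnGA2ox2*, *BnPYL4*, *BnPYL5* and *BnSTE1* were DEGs with DESeq2. The difference between the responses of the varieties, tested as an interaction with edgeR, passed the threshold for none of the 9 over all genes, with a lowest adjusted p of 0.499, and for 1 adjusted over the list alone. It had an unadjusted p-value under 0.05 for 3 of them, among them *BnGA2ox2* (BnaA07g07480D). That gene had 0.232 ± 0.0673 CPM at 21 °C and 0.336 ± 0.0212 CPM at 29 °C (SD, n = 3) in Drakkar and 0.248 ± 0.0420 CPM at 21 °C and 1.02 ± 0.560 CPM at 29 °C (SD, n = 3) in Duplo. Its log2 fold change was 0.53 (standard error 0.35, adjusted p = 0.351, edgeR) in Drakkar and 2.03 (standard error 0.46, adjusted p = 0.114, edgeR) in Duplo. Among the 28 genes of Table S4 other than the reference gene *BnACT7*, the interaction had an unadjusted p-value under 0.05 for 14, and 9 passed when adjusted over that list alone, which the study chose from these libraries. Most of the 9 were Cluster 2 genes, such as *BnCAT3* and *BnP23*, and the hormone gene among them was *BnSTE1*. For the Cluster 2 heat-shock genes, the interaction count adjusted over their own list fell from 45 to 0 without Duplo 21 °C replicate 2.

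**Figure D2:**
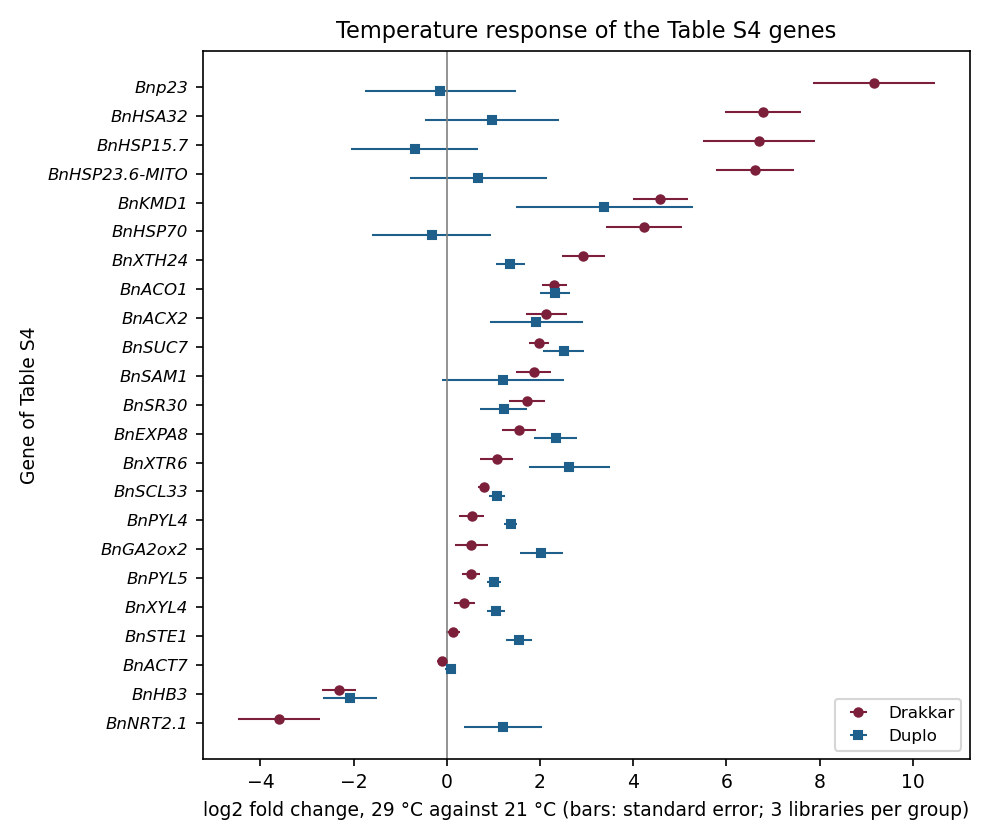
Log2 fold change between 29 °C and 21 °C of the 23 Table S4 genes tested in both varieties, with 1 standard error on each side, from 3 libraries per group. The widest bars are those of *BnKMD1* and *BnP23* in Duplo, with standard errors of 1.90 and 1.63, and the reference gene *BnACT7* lies near 0 in both varieties, at -0.095 in Drakkar and 0.081 in Duplo.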

Further comparisons of primary and lateral roots’ specific transcriptional programs will be needed to elucidate the regulatory mechanisms enabling their distinct growth response.

On the other hand, the shortening of root meristems upon exposure to warm temperatures is a common response mechanism between varieties. Negative effects of elevated temperatures on root meristem size have been described previously in other species, causing a decrease in root growth [60,61,62]. However, in *B. napus* roots, the reduction in meristem size by warm temperatures positively correlates with an increase in longitudinal root growth. Hence, the alteration of meristem length should be compensated for by changes in either cell division rates or cell length. Coordination between size and cell division to maintain meristem structure has been already described in Arabidopsis shoots [63,64]. Warm temperatures increase the size and number of mitotic root cells, so regardless of the differential organization of both meristems, a similar compensatory mechanism might also maintain root meristem homeostasis in *B. napus* roots. Cell growth and cell cycle need to be coordinated in each cell, so warm temperatures must affect the progression of the cell cycle [65,66]. It has been already described that cell cycle length is dependent on environmental conditions, including increased temperatures [67]. Acute heat stress causes G2 arrest in Arabidopsis, but in maize root cells, the cell cycle phases progress more rapidly due to a shorter cell cycle time when exposed to 30 °C [68,69]. Although our results point to a warming-induced acceleration of the cell cycle, to determine precisely how warm temperatures control cell cycle progression, the application of recently developed methods for analyzing spatial and temporal dynamics of the cell cycle “in vivo” in roots would probably be needed [70,71].

A second cellular change driving *B. napus* root growth in response to warm temperatures is a progressive increase in cell elongation. The remodeling and loosening of cell walls by different cell wall enzymes are essential steps to promoting cell elongation. Accordingly, warm temperatures preferentially induced the expression of several of these enzymes, such as expansins, XTHs, and XYLs in Duplo roots, where cell elongation increased more sharply [72]. Brassinosteroids (BRs) elicit cell expansion by altering cell wall properties under various environmental conditions [73,74]. In particular, BRs have been shown to mediate an increase in root cell length at warm temperatures in Arabidopsis [61]. Coincidentally, *BnSTE1* expression, a BR biosynthetic enzyme, as well as some orthologous groups of BR-regulated cell wall enzymes (*BnXTH24*, *BnEXPA8*, and *BnXTR6*) were induced in response to warming in *B. napus* roots [75]. These results suggest that a BR-regulated pathway might also control warmth-induced cell elongation in this crop. It has also been shown that cytokinins (CKs) negatively control cell elongation in the root elongation zone in Arabidopsis [76]. 

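*BnSTE1* (BnaC03g33040D) had 7.08 ± 0.365 CPM at 21 °C and 7.79 ± 1.17 CPM at 29 °C (SD, n = 3) in Drakkar and 6.94 ± 0.805 CPM at 21 °C and 20.3 ± 6.89 CPM at 29 °C (SD, n = 3) in Duplo. Its log2 fold change was 0.14 (standard error 0.15, adjusted p = 0.562, edgeR) in Drakkar and 1.55 (standard error 0.28, adjusted p = 0.0944, edgeR) in Duplo, where every 29 °C library lay above every 21 °C library. The response in Duplo minus that in Drakkar was 1.39 (standard error 0.32, adjusted p = 0.499) for this gene in edgeR's interaction test. *BnXTH24* (BnaC07g42500D) was a DEG in Drakkar, with a log2 fold change of 2.93 (standard error 0.47, adjusted p = 0.0241, edgeR), kept in 1 of the 6 fits that each left out a library, and had 1.37 (standard error 0.31, adjusted p = 0.113, edgeR) in Duplo. *BnEXPA8* was measured at 1.25 ± 0.169 CPM at 21 °C and 3.69 ± 1.64 CPM at 29 °C (SD, n = 3) in Drakkar and at 0.693 ± 0.211 CPM at 21 °C and 3.52 ± 1.99 CPM at 29 °C (SD, n = 3) in Duplo. For *BnXTR6*, the levels were 10.5 ± 5.88 CPM at 21 °C and 22.0 ± 1.09 CPM at 29 °C (SD, n = 3) in Drakkar and 3.32 ± 2.22 CPM at 21 °C and 20.6 ± 22.0 CPM at 29 °C (SD, n = 3) in Duplo, so that the SD at 29 °C in Duplo exceeded the mean.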

We have observed that warming induces two negative regulators of CKs, *BnCKX1*, a cytokinin oxidase/dehydrogenase that catalyzes the degradation of CKs, and *BnKMD1*, a member of a family of F-box proteins called KISS ME DEADLY (KMD) that targets type-B ARR proteins for degradation. Moreover, we detected that the expression of *BnHB-3*, a downstream effector of CK signaling, is also differentially repressed in response to warm temperatures, suggesting that changes in cell elongation may be mediated by the downregulation of CK response (Figure 5 and Table S3).

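In Drakkar, the log2 fold change was 4.03 (standard error 0.79, adjusted p = 0.0350, edgeR) for *BnCKX1* (BnaC04g01930D) and 4.58 (standard error 0.59, adjusted p = 0.0163, edgeR) for *BnKMD1* (BnaA07g35640D), from 0.0710 to 1.16 CPM and from 0.108 to 2.64 CPM on average. With each Drakkar library left out in turn, *BnCKX1* stayed a DEG in 1 of 6 fits and *BnKMD1* in 2. In Duplo, *BnCKX1* had 0 counts in all libraries at 21 °C and 0.306 ± 0.0837 CPM (SD, n = 3) at 29 °C, at least 3.00-fold higher, but too few counts for the test. *BnKMD1* had 1.08 ± 0.798 CPM at 21 °C and 11.3 ± 19.2 CPM at 29 °C (SD, n = 3) in Duplo, with a log2 fold change of 3.38 (standard error 1.90, adjusted p = 0.358, edgeR) that rested on 29 °C replicate 3 and was -2.62 without it.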

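For the gene assayed as *BnHB3* in Table S4 (BnaC03g18850D), the log2 fold change was -2.31 (standard error 0.36, adjusted p = 0.0230, edgeR) in Drakkar and -2.08 (standard error 0.59, adjusted p = 0.146, edgeR) in Duplo, and in both varieties every 29 °C library lay below every 21 °C library. The difference between these responses was 0.21 (standard error 0.76, adjusted p = 0.997) in edgeR's interaction test. Cluster 3 lists 2 genes of the Arabidopsis *HB-3* locus. In Drakkar, edgeR gave -1.30 (standard error 0.19, adjusted p = 0.0213) for BnaC05g20010D and -1.60 (standard error 0.28, adjusted p = 0.0274) for BnaA10g18950D, both DEGs. In Duplo, the values were -0.32 (standard error 0.43, adjusted p = 0.703) and -0.32 (standard error 0.33, adjusted p = 0.604) in the same edgeR test, neither of them a DEG, and BnaC05g20010D changed to 0.060 without Duplo 29 °C replicate 3. Each of the 3 genes stayed a DEG in Drakkar in 1 of the 6 fits that left out a library. In edgeR's interaction test, the response in Duplo minus that in Drakkar was 0.96 (standard error 0.52, adjusted p = 0.776) for BnaC05g20010D. For BnaA10g18950D it was 1.27 (standard error 0.48, unadjusted p = 0.0226, adjusted p = 0.619), and neither passed the threshold.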

Regulation of gene expression is an essential component of root response to warming temperatures [77,78]. Among the processes uncovered by our analysis of transcriptomic changes triggered by warm temperatures in *B. napus* roots, we also found an activation of several hormonal responses. We detected induced levels of two ET biosynthesis genes, *BnACO1* and *BnSAM*, and of two ABA sensors, *BnPYL4* and *BnPYL5* in the primary roots in response to warm temperatures. Both hormones increase their level under heat stress and are known to mediate thermotolerance in several crops [79,80,81], suggesting that an activation of biosynthesis or signaling of ET and ABA could also control warming response in *B. napus* roots. 

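The levels of *BnACO1* in replicates 1 to 3 of Drakkar were 10.3, 9.45 and 8.54 CPM at 21 °C and 43.5, 65.9 and 31.1 CPM at 29 °C, and those of Duplo were 18.2, 20.5 and 31.8 CPM at 21 °C and 116, 78.4 and 159 CPM at 29 °C. *BnSAM1* was measured at 4.51 ± 1.28 CPM at 21 °C and 16.4 ± 8.06 CPM at 29 °C (SD, n = 3) in Drakkar and at 3.10 ± 0.704 CPM at 21 °C and 7.17 ± 11.3 CPM at 29 °C (SD, n = 3) in Duplo, where 1 of the 3 libraries at 29 °C lay above those at 21 °C. *BnPYL4* had 5.17 ± 1.65 CPM at 21 °C and 7.47 ± 1.55 CPM at 29 °C (SD, n = 3) in Drakkar, with overlapping libraries, and 2.99 ± 0.369 CPM at 21 °C and 7.71 ± 0.300 CPM at 29 °C (SD, n = 3) in Duplo. For *BnPYL5*, Drakkar had 21.8 ± 4.99 CPM at 21 °C and 31.1 ± 4.88 CPM at 29 °C (SD, n = 3), again with overlapping libraries, and the Duplo replicates had 10.4, 10.2 and 7.71 CPM at 21 °C and 19.4, 17.2 and 20.9 CPM at 29 °C. Of the 4 genes, *BnACO1* and *BnSAM1* passed the threshold in Drakkar and none in Duplo in edgeR's quasi-likelihood test.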

An analysis of the role of hormonal pathways on the cellular and developmental responses of roots to warming temperatures would be needed to test this hypothesis.

Together with the differential transcriptional responses, we found common pathways of gene activation between varieties in our analysis. 

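Whether the response depended on the variety was tested for *BnPRX71*, *BnACX2*, *BnSR30* and *BnSUC7* as an interaction of variety and temperature over the 12 libraries. The response in Duplo minus that in Drakkar was -2.23 (standard error 2.99, adjusted p = 0.949) on the log2 scale for *BnPRX71* and -0.25 (standard error 1.18, adjusted p = 1.000) for *BnACX2* in edgeR's quasi-likelihood test. For *BnSR30* it was -0.53 (standard error 0.69, adjusted p = 0.946), and for *BnSUC7* it was 0.51 (standard error 0.50, adjusted p = 0.914) in the same edgeR test. None of the 4 differences passed the threshold, and for *BnPRX71* the size of the fitted difference is not fixed, since its 21 °C libraries in Drakkar were at the floor. *BnSUC7* had 3.17 ± 0.590 CPM at 21 °C and 12.5 ± 2.66 CPM at 29 °C (SD, n = 3) in Drakkar and 4.20 ± 2.58 CPM at 21 °C and 23.9 ± 6.63 CPM at 29 °C (SD, n = 3) in Duplo, and *BnSR30* had 9.92 ± 2.93 CPM at 21 °C and 32.8 ± 15.2 CPM at 29 °C (SD, n = 3) in Drakkar and 9.27 ± 7.19 CPM at 21 °C and 21.5 ± 3.64 CPM at 29 °C (SD, n = 3) in Duplo.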

Components of ROS/redox-signaling pathway (*BnPRX71*), lipid signaling (*BnACX2*), and splicing machinery (*BnSR30*), together with physiological responses such as sugar metabolism (*BnSUC7*) and metabolic processes that are considered primary temperature-sensing events, displayed altered expression in *B. napus* roots independently of their specific primary root response [40,77,82]. Thus, this activation of genes related to temperature sensing together with the induction of HS core genes reinforces the idea that a common set of mechanisms for sensing and signaling temperature changes is shared between warming and heat stress in *B. napus* roots. Similarly, a conserved transcriptomic response between warming and higher temperatures has previously been observed in Arabidopsis seedlings at very early times upon temperature stress [83]. Following this initial activation, some varieties seem to decrease the HSR to protect their root growth from the negative effect of a maintained stress response. To attenuate the activation of the HSR, several molecular mechanisms could be involved, including specific transcriptional repression. However, none of the key HS transcriptional repressors known to negatively regulate temperature stress response, primarily the HSFsB family [84], were differentially upregulated in the varieties analyzed in our study. 

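Table S3 lists 6 genes of class B heat-shock factor loci among Clusters 1 to 3. The 4 *HSFB2B* genes, all in Cluster 3, had lower counts at 29 °C in Drakkar. Of these, BnaC09g52680D, which fell from 6.84 ± 0.388 to 1.70 ± 0.829 CPM (SD, n = 3, adjusted p = 0.0281, edgeR), and BnaA09g21510D with a log2 fold change of -1.81 (standard error 0.29, adjusted p = 0.0241, edgeR) were DEGs, whereas BnaC03g73070D with -1.98 (standard error 0.52, adjusted p = 0.0631, edgeR) and BnaA03g24840D with -1.20 (standard error 0.39, adjusted p = 0.100, edgeR) were DEGs with DESeq2 but not with edgeR. In Duplo, their log2 fold changes were -0.87, -0.90, -0.55 and -0.25 in the same order, none of them a DEG, and the last became 0.91 without Duplo 21 °C replicate 2. In Drakkar, BnaC09g52680D and BnaA09g21510D each stayed a DEG in 2 of the 6 fits that left out a library. The 2 genes of the *HSF4* locus, which encodes a class B factor in Arabidopsis, had higher counts at 29 °C in Drakkar. BnaCnng56320D, of Cluster 1, was a DEG with 1.11 (standard error 0.22, adjusted p = 0.0366, edgeR), kept in 1 of the 6 fits that each left out a library. BnaC01g01790D, of Cluster 2, had 1.42 (standard error 0.35, adjusted p = 0.0563, edgeR) and missed the threshold, which it passed with DESeq2 and with library totals alone. Their log2 fold changes in Duplo were 0.84 (standard error 0.41, adjusted p = 0.306, edgeR) and 0.56 (standard error 0.53, adjusted p = 0.572, edgeR), and the second became -0.23 without Duplo 29 °C replicate 3.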

Another possibility is through the fine-tuned control of post-translational modifications of HSFs that change their transport, localization, or turnover, setting positive or negative effects [85]. Alternatively, similar epigenetic changes concerning the histone variant H2A.Z could be mediating this process, as they have been shown to mediate the transcriptomic response to warm temperatures in Arabidopsis, [86]. Further analysis will be necessary to fully uncover the mechanisms that contribute to this attenuation mechanism in *B. napus* roots.

Ambient temperatures are gradually rising as a consequence of global warming, negatively impacting crop productivity. This problem will increase even more in agricultural systems, in which increased temperatures are usually accompanied by complex and concomitant detrimental soil conditions, such as enhanced evapotranspiration and compaction of the soil, changes in nutrient composition and moisture, and soil salinization. Root systems will be required to respond to all these heterogeneous soil environments by producing a combination of root traits that ensure plant survival [87]. For example, the production of shallow roots is an effective strategy for a scarcity of water, but when this is accompanied by poor soil nutrient content, root growth and lateral root branching has to be redirected into deeper regions of the soil where these resources are more abundant [88]. Therefore, improving crop tolerance to warming will necessarily require strategies involving the exploitation of combined morphological, cellular, and genetic pathways underlying beneficial root responses (Figure 7D). Challenging differential root responses to combined environmental stresses will uncover the beneficial traits and possible trade-offs of a specific RSA for enhanced tolerance to warming and other associated stresses. In this context, the association between root trait indexes and the induction of specific gene networks, as well as differences in the dynamics of transcriptional heat-shock response such as the ones uncovered in our study may provide the biotechnological tools needed to exploit root response to these complex environmental changes.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

A total of 10 *B. napus* SOSR varieties were used (Table S1). Seeds were germinated in ¼ MS agar plates for 3 days and transferred to a pouch-and-wick system. The system consisted of growth pouches assembled from two moistened black cardboards (42 × 29.7 cm) and overlaid with 0.5 mm polypropylene black covers. The paper and cardboards were clipped together to each side using PVC spine bars. The growth pouches were set vertically into plastic trays, so that the lowest 5 cm of the blotting paper were submerged in 2 L of nutrient solution (¼ MS) (adapted from [89,90]). Each pouch (experimental unit) containing six seedlings of each variety was randomly placed in a growth chamber, where they were subjected to a constant temperature (21 °C/29 °C), 16 h daylight (150 µmol/m^2^/s), 40% RH, and the same watering regime with nutrient solution (¼ MS) for 7 days [91].

For root length measurements at 15 days, 3-day-old seedlings were transferred to perlite pots (15 cm diameter and depth) and watered with either 100 mL/pot of ¼ MS (plants grown at 21 °C) or 200 mL/pot (plants grown at 29 °C) to maintain constant perlite humidity at both temperatures. Perlite pots were randomly placed in a growth chamber, where they were subjected to a constant temperature (21 °C/29 °C), 16 h daylight, and 40% RH.

### 4.2. Root Trait Analysis

For root trait analysis, three independent biological experiments using pouches containing 6 seedlings for each variety and temperature treatment were used. The seedlings were grown in a single pouch with enough separation between each individual seedling to avoid any overlap of the root systems. Then, pictures of intact *B. napus* roots of the three independent experiments grown for 7 days (when the first and second leaves unfold) at 21 °C or 29 °C were taken using a copy stand and a resolution of 314 ppi. Seedlings were not removed for imaging, but individual pictures of each seedling from the same pouch were taken for imaging. For quantification of root traits, the GiaRoots semi-automated software v0.1 was used [92]. Secondary root number was quantified using saRIA v0.1 [93]. Two-way ANOVA analysis of the contribution of genotype (G), temperature (T), and their interaction (GxT) to the variance of root trait values after warm temperature treatment were performed using GraphPad Prism 6 software. After testing the data for normal distribution using the Shapiro test (significance level 0.05), and for homoscedasticity, using the Brown–Forsythe and Welch test, grouped individual data corresponding to the 3 biological replicates were treated as no matched data for regular (not repeated measures) two-way ANOVA followed by a multiple comparison unpaired t-test with the desired false discovery rate (Q) value set to 1.000%. Traits that did not pass the normality test were compared using a non-parametric Kruskal–Wallis test. Principal component analysis (PCA) was performed on scaled data using the corresponding command from the FactoMiner R package. Hierarchical clustering was performed using the agnes command from the Cluster R package. The optimal number of clusters was determined using K-means cluster analysis and the Elbow method in R. Three independent experiments containing 5 seedlings of each variety were used for quantification of the total root length of plants grown in perlite pots for 15 days at 21°/29 °C. Seedlings were grown individually in each pot, each seedling was removed from the pot, and the roots were washed carefully to remove the perlite. Then, each seedling was placed against a black background with the roots extended, and an individual picture was taken. Total root length was quantified using the Fiji software 1.53k [94].

### 4.3. Cellular Parameter Analysis

Root tips from three independent biological replicates using three experimental units (3 experimental units, 18 seedlings, of each variety and temperature treatment per replicate) of *B. napus* pouch-and-wick-grown seedlings of each variety and temperature treatment (21 °C and 29 °C) were stained using the modified pseudo-Schiff propidium iodide (mPS-Pi) method, as described in [95]. Sequential pictures of the root tip (from meristematic zone up to first differentiated cells) were taken using a vertical Confocal Zeiss LSM-880-Axio-Imager2 microscope with an LD/LCI-Plan-Apochromat 25×/0.8 Imm Korr-DIC-M27 objective (Carl Zeiss Microscopy GmbH, Jena, Germany). The excitation wavelength was 561 nm, and emission was collected at 568–702 nm. Pictures were manually adjusted and stitched using Fiji [94]. Cell number and size of the external cortical layer were quantified using Cell-o-Tape macro [96]. Root meristem size was measured from the QC to the first cell on the cortex that doubled its size at the start of the elongation zone. The apical meristem is defined as the part of the meristem in which the cells are continually dividing and expanding at a continuous rate. Therefore, its size was measured from the QC to the first notably larger cortical cell. Then, the basal meristem was measured from the end of the apical meristem to the elongation zone, where the first cell exceeds more than twice its size.

Cell proliferation analysis was performed by in vivo 5-ethynyl-29-deoxy-uridine (EdU) labeling as described in [97], using root tips from three independent biological replicates (1 experimental unit for each variety and temperature treatment per replicate). EdU is a thymidine analogue in which a terminal alkyne group replaces the methyl group in the 5th position. EdU is incorporated into newly synthesized DNA during DNA replication by cells in the root sample. A fluorescent azide, iFluor-488, is then added that diffuses freely through native tissues and DNA, and it covalently cross-links to the EdU in a “click” chemistry reaction. DAPI (4′,6-diamidino-2-phenylindole) is a fluorescent stain that binds strongly to adenine–thymine-rich regions in DNA. Detection of EdU was performed using the baseClick-Edu488 kit (BCK-EdU488) according to the manufacturer’s instructions (baseclick GmbH, Munich, Germany). Two µg/mL 4′,6-diamidino-2-phenylindol (DAPI) was used for DNA counterstaining. For mitotic index quantification, plants grown for 6 days in the pouch-and-wick system were treated for 2 h by submerging their roots in ¼ MS solution containing 10 µM 5-EdU (pulse). After the pulse period, 5-EdU was rinsed with water, and plants were grown in ¼ MS for 8 h (chase period), before root tips were collected for EdU detection. Sequential image stacks of the meristematic zone were taken using an excitation wavelength of 488 nm and emission collection at 498–598 nm for an EdU or excitation wavelength of 405 nm and emission collection at 410–498 nm for DAPI. Image stacks were projected and stitched using Fiji [94]. EdU- and DAPI-stained nuclei were analyzed using CellProfiler software v3.1.9 [98].

### 4.4. RNA Extraction and Sequencing Analysis

Total RNA from three independent biological replicates (3 experimental units, 18 seedlings, for each variety and temperature treatment per biological replicate) was extracted from root tips of pouch-and-wick-grown *B. napus* seedlings under 21 °C or 29 °C. Root tips of 0.5 cm, corresponding with the distance from the tip up to the first differentiated cell (root hair cell), was dissected, and RNA was extracted using TRIzol reagent (Invitrogen, Boston, MA, USA). Total DNA-free RNA was cleaned using RNeasy Plant Mini Kit purification columns (Qiagen, Hilden, Germany). RNA quality and integrity were assessed on the Agilent 2200-TapeStation (Agilent, Santa Clara, CA, USA). Library preparation was performed using 1μg of high-integrity total RNA (RIN > 8) using the TruSeq Stranded mRNA library preparation kit. Libraries were sequenced on an Illumina-Hiseq2000 platform using paired-end sequencing of 125 bp in length. Quality control of RNA-seq reads was performed using FastQC software v0.11.1. Quality filtered reads were mapped to the rapeseed genome (AST_PRJEB5043_v1 [99]) using HISAT2 [100]. Differential expression analysis of raw count data was performed using DESEQ2 [101] in R. Correlation analysis of differentially expressed genes was performed using ggplot2 in R. Hierarchical clustering of transcriptomic data was performed using Cluster 3.0 [102]. 

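The authors' deposited tables of this DESeq2 comparison call 2605 genes in Drakkar (2025 up and 580 down) and 930 in Duplo (544 up and 386 down) at the paper's thresholds. The log2 fold changes computed here with edgeR had a Pearson correlation of 0.9999 with those in the authors' deposited table across 52709 genes in Drakkar and of 0.9999 across 51673 genes in Duplo. The quasi-likelihood test called 1635 of the genes that the authors' deposited table calls in Drakkar and 1 of those in Duplo. DESeq2 run here on the same counts, after the filter on low counts, called 2390 and 874 of them. On counts simulated from these libraries with 200 genes changed, the quasi-likelihood test recovered 198 of 200 in Drakkar and 181 in Duplo. It made 22 and 17 false calls, and DESeq2 recovered 199 and 193, with 59 and 96 false calls. The changed genes had large fold changes and a minimum mean count, and no simulated library lay apart from its group. These rates therefore do not give the power or the false calls in the real libraries, where single libraries lay apart.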

Over-represented biological functions of gene clusters were assessed using SeqEnrich [103].

### 4.5. Expression Analysis by qRT-PCR

Total RNA from three biological replicates (3 experimental units, 18 seedlings, for each variety and temperature per biological replicate) independently collected from replicates used in RNA-seq analysis was extracted from root tips of pouch-and-wick-grown *B. napus* seedlings under 21 °C or 29 °C. First-strand cDNA was synthesized with the RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, Waltham, MA, USA). qPCR was performed using the LightCycler^®^ 480 SYBRGreen I Master (Roche, Basel, Switzerland) on a LightCycler^®^ 480 System (Roche, Basel, Switzerland). All the expression analysis was performed using three biological and three technical replicates. Expression values were normalized with those of *BnACT7* [104].

### 4.6. Statistical Analysis

Quantification data were analyzed using GraphPad Prism 6 software. All statistical analyses, one-way ANOVA (Tukey’s multiple comparisons test), two-way ANOVA, and *t*-test were performed with built-in analysis tools and parameters.

## Figures and Tables

**Figure 1:**
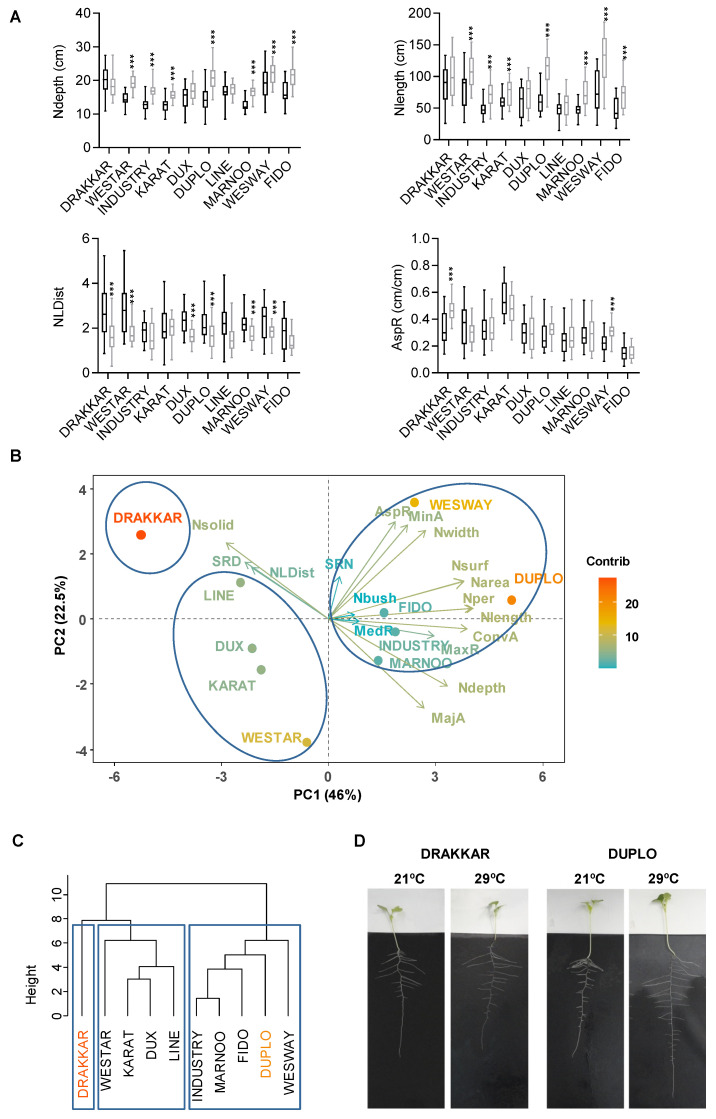
Differential RSA changes in *B. napus* varieties led to an increase in soil exploration in response to warm temperature. (**A**) Differential values of representative root trait categories: extent (network depth (Ndepth, cm)), size (network length, (Nleght, cm)), distribution (network length distribution (NLDist)), and shape (ellipse axis ratio (AspR), cm cm^−1^) traits of a collection of 10 spring oilseed rape genotypes grown at 21 °C and 29 °C. Statistical *t*-test analysis, *** FDR < 0.01. (**B**) Biplot of principal component analysis (PCA) based on all root traits analyzed, showing the high contribution of size and shape traits to variability of SOSR genotypes. Traits and varieties are colored based on contribution to the variance. Circles highlight the three different groups based on their root response to warming. (**C**) Dendrogram plot of SOSR genotypes. AGNES (agglomerative nested) hierarchical clustering was used, where *Y*-axis represents (dis)similarity based on Ward’s minimum variance method. Color boxes highlight three main clusters according to their root trait values. (**D**) Representative root organization of Drakkar and Duplo *Brassica napus* varieties grown in a pouch-and-wick system for 7 days at 21 °C or 29 °C.

**Figure 2:**
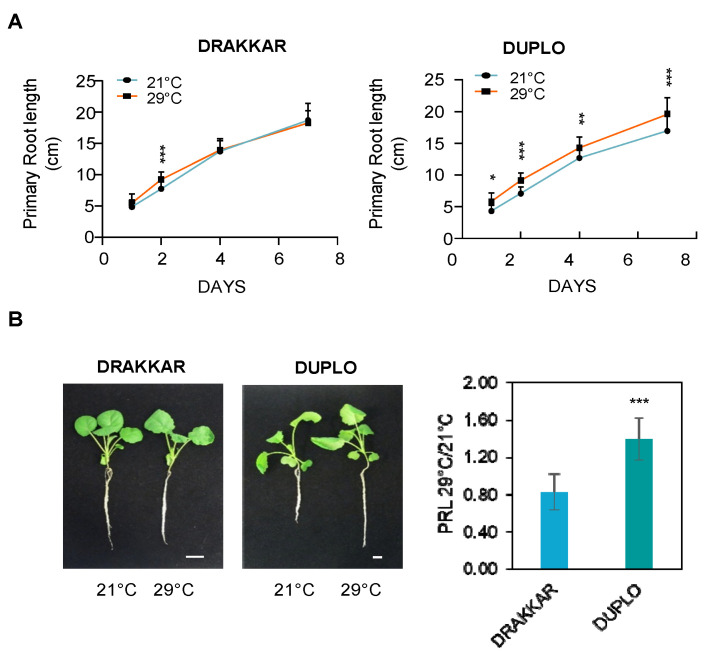
*B. napus* primary root differentially responds to warm temperatures. (**A**) Dynamics of primary root growth in Drakkar and Duplo varieties grown at 21 °C and 29 °C. Graph represents means for 3 independent biological replicates. Statistical *t*-test analysis * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001. (**B**) Ratio of root length and representative images of Drakkar and Duplo root phenotypes of 15-day-old seedlings grown at 21 °C and 29 °C in perlite pots. The ratios were similar to the values previously reported at 7 days. Scale bars, 5 cm. Statistical *t*-test analysis *** *p* < 0.0001.

**Figure 3:**
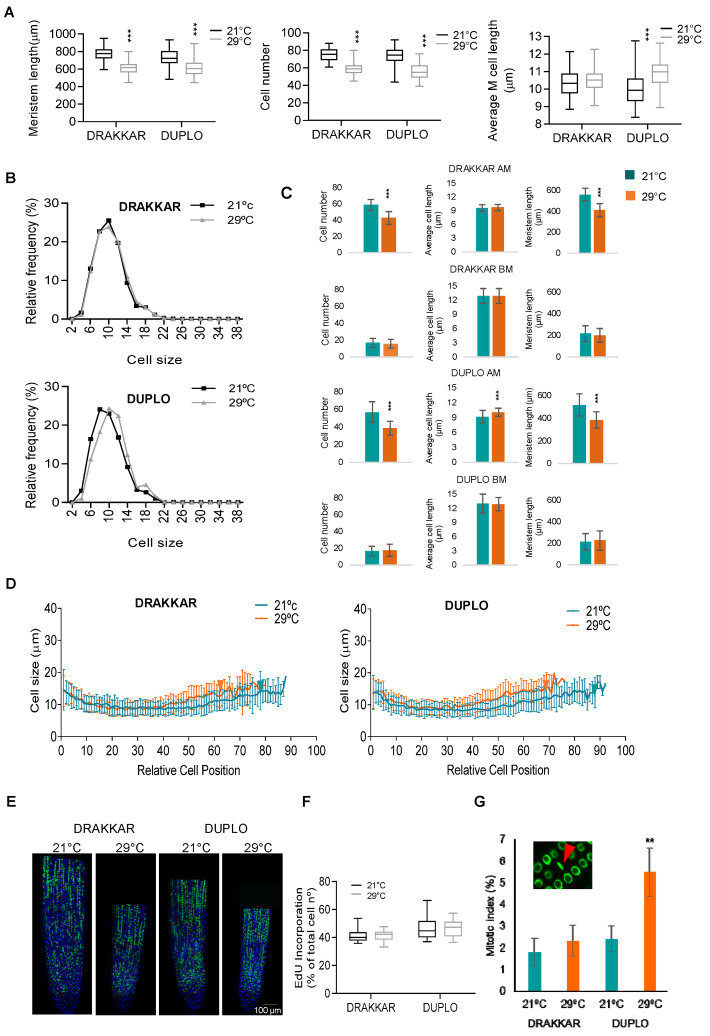
Root meristem changes underlie differential root responses to warm temperatures in *B. napus*. (**A**) Meristematic cell number, meristem length, and average meristematic cell length of roots of Drakkar and Duplo varieties grown at 21 °C and 29 °C. Both varieties presented shorter root meristems at 29 °C than at 21 °C that correlated to a reduced number of meristematic cells in both genotypes. Statistical *t*-test analysis, *** FDR < 0.01. (**B**) Distribution of cell size frequencies of meristematic cells in roots of Drakkar and Duplo varieties grown at 21 °C and 29 °C. Warming resulted in a reduction in the number of shorter cells and a consistent increase in the frequencies of longer-sized cells. (**C**) Meristematic cell number, meristem length, and average meristematic cell length of cells in the apical (AM) and basal (BM) meristems of Drakkar and Duplo varieties grown at 21 °C and 29 °C. Statistical *t*-test analysis, *** *p* < 0.0001. (**D**) Average cell length of the meristematic cells according to their relative position in the root meristem, from the first cell close to the QC, considered as position 0 in the *X*-axis, to all the cells up to the last meristematic cell before the elongation zone, of Drakkar and Duplo varieties grown at 21 °C and 29 °C. The boundary between apical and basal meristem starts closer to the QC when roots are grown at warm temperature. Blue and orange arrows mark the boundary between apical and basal meristems at 21 °C and at 29 °C, respectively. (**E**) Confocal microscope images of Drakkar and Duplo double-labeled 5-ethynyl-29-deoxy-uridine (EdU, green) and 4′,6-diamidino-2-phenylindol (DAPI, blue) root meristems grown at 21 °C and 29 °C. Scale bar, 100μm. (**F**) EdU incorporation ratios (% EdU-labeled nuclei from DAPI-labeled nuclei) in Drakkar and Duplo root meristems grown at 21 °C and 29 °C. Statistical *t*-test analysis found no significant differences. (**G**) Relative number of mitotic cells (mitotic index) as the percentage of EdU-labeled M-phase nuclei out of the total number of EdU-labeled nuclei of Drakkar and Duplo root meristems grown at 21 °C and 29 °C. Statistical t-test analysis, ** *p* < 0.001. Inlet shows EdU-labeled (green) nuclei in M-phase (red arrow).

**Figure 4:**
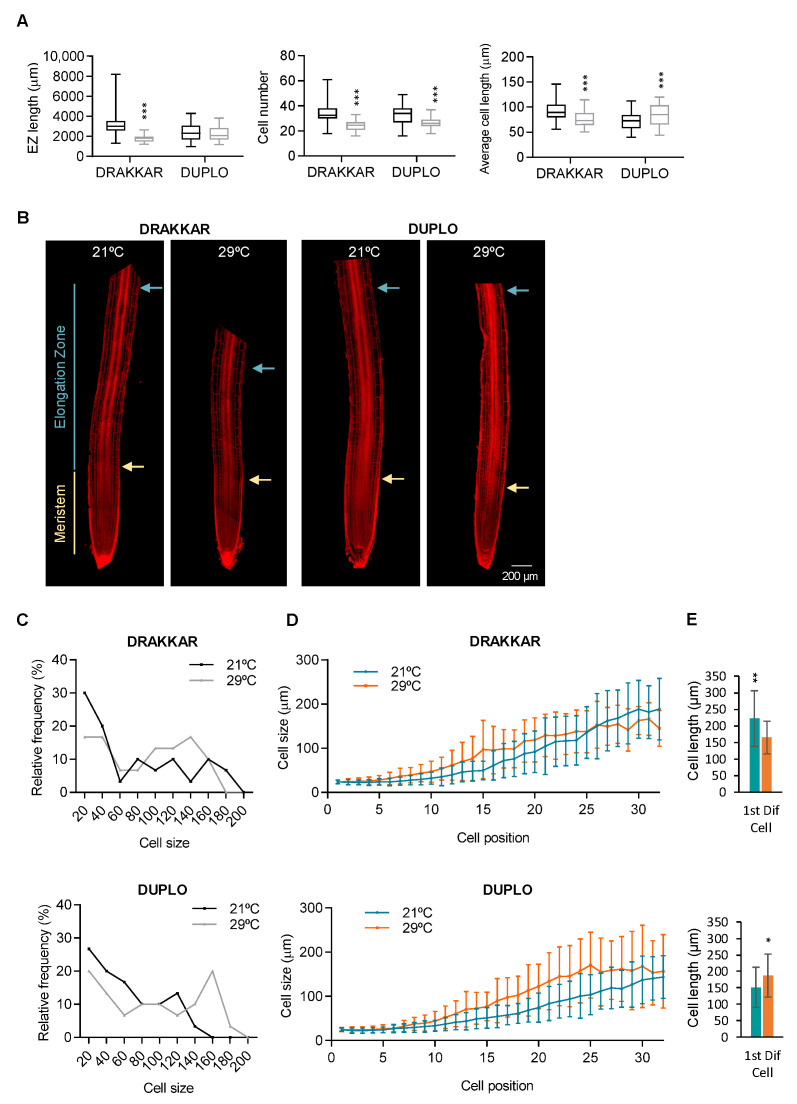
Warm temperatures increase cellular elongation in *B. napus* roots. (**A**) Elongation zone length, cell number, and average cell length of cells in the root EZ of Drakkar and Duplo varieties grown at 21 °C and 29 °C. Statistical *t*-test analysis, *** FDR < 0.01. (**B**) Confocal microscope images of mPS-PI-stained roots of 5-day-old seedlings of Drakkar and Duplo varieties grown at 21 °C compared to 29 °C. Yellow and blue arrows indicate the boundary between the root meristem and the EZ, and the EZ and the differentiation zone, respectively. Scale bars, 200 μm. (**C**) Cell size frequency distribution of the first 30 cells in the root elongation zone of Drakkar and Duplo varieties grown at 21 °C and 29 °C. (**D**) Average cell length of EZ cells according to their relative position in the root of Drakkar and Duplo varieties grown at 21 °C and 29 °C. (**E**) Cell length of the first cell of the differentiation zone in Drakkar and Duplo roots grown at 21 °C (green) and 29 °C (orange) Statistical *t*-test analysis * *p* < 0.01, ** *p* < 0.001.

**Figure 5:**
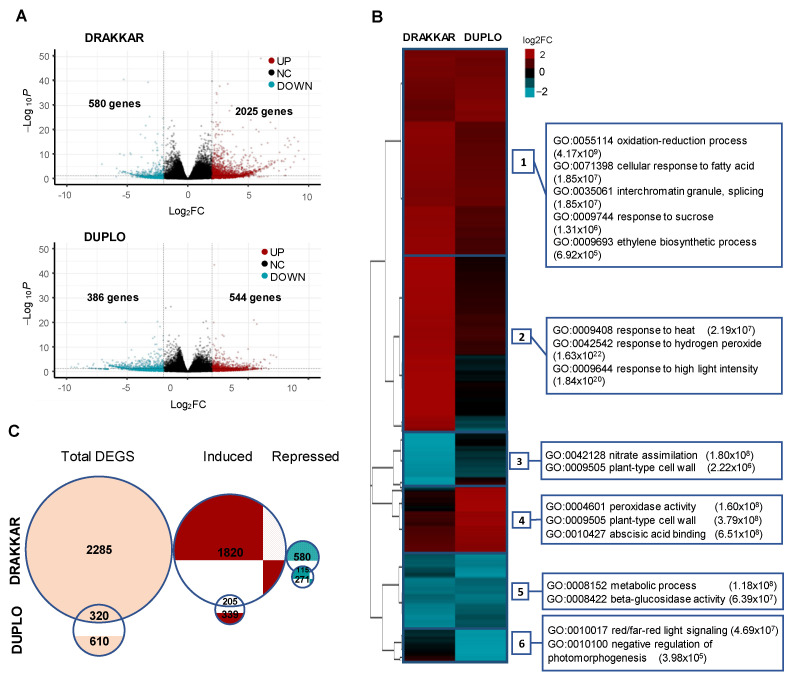
*B. napus* genotypes modify their transcriptional programs to modify their root growth to respond to warm temperatures. (**A**) Volcano plot of average gene expression changes and number of all differentially expressed genes (DEGs) of Drakkar and Duplo root tips grown at 21 °C compared to 29 °C, representing a total of 3215 unique genes with altered expression at 29 °C. *x*-axis represents fold changes (Log2FC), and *y*-axis represents statistical significance (−Log10 of *p* value, −Log10p). The dashed lines show where −1 > log2FC > 1 and adjusted *p* value > 0.05 are located. Maroon dots represent upregulated genes, blue dots are downregulated, and black-grey dots represent no significant gene expression change. (**B**) Transcriptional changes of DEGs in response to warm temperatures in Drakkar compared to Duplo. Differential genes were hierarchically clustered into six groups, based on differences in log2FC ratio. Upregulated genes are represented in maroon, and downregulated genes are in blue. Each cluster of the heatmap is accompanied on the right by the most significant functional categories (GO categories) and their corresponding *p*-value in brackets. (**C**) Venn diagram showing total (orange), upregulated (maroon), and downregulated (blue) DEGs of Drakkar and Duplo root tips grown at 21 °C compared to 29 °C).

**Figure 6:**
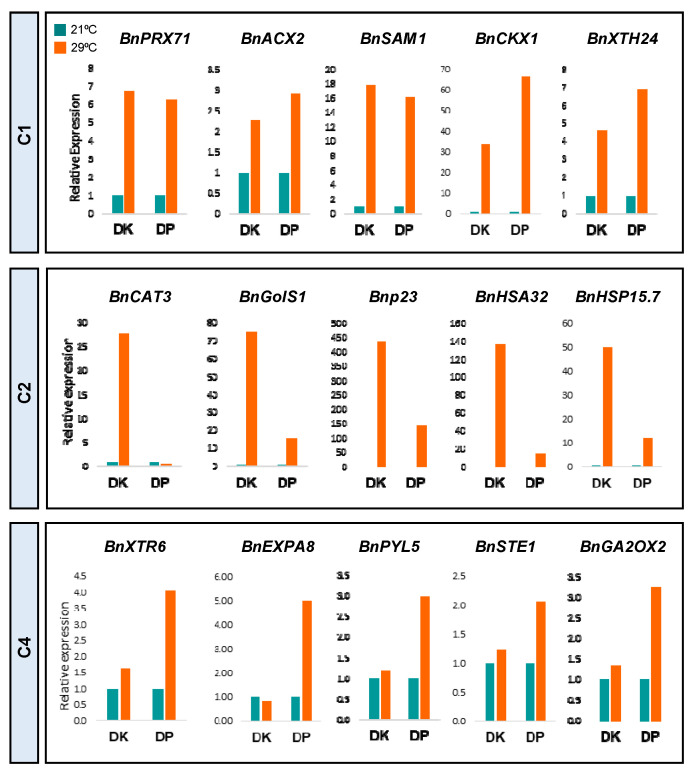
Transcriptional dynamics are altered in response to warm temperatures in *B. napus* roots. Gene expression levels of several genes representative of the main GOs enriched in three of the most significant transcriptional response patterns identified by hierarchical clustering analysis of Drakkar (DK) and Duplo (DP) root tips grown at 21 °C compared to 29 °C. As measured using quantitative RT-PCR (qPCR), relative gene expression values of genes from Cluster 1 were related with the response to oxidative stress (*BnPRX71*), fatty acids (*BnACX2*), cell wall (*BnXTH24*), as well as ethylene biosynthesis (*BnSAM1*) and cytokinin catabolism (*BnCKX1*) and showed similar pattern of expression in both varieties. Meanwhile, relative gene expression values of genes from Cluster 2 were related to response to hydrogen peroxide (*BnCAT3*) and high light intensity (*BnGols1*) together with core heat-shock response genes (HSR) such as chaperones (*BnP23*) and heat-shock proteins (HSPs) (*BnHSA32* and *BnHSP15.7*). Cluster 4 was related with cell wall biogenesis and organization (*BnXTR6* and *BnEXPA8*), as well as hormonal regulation, such as ABA signalling (*BnPYL5*), brassinosteroids (*BnSTE1*), and gibberellin (*BnGA20 × 2*) metabolism. All of these confirmed the differential expression patterns between varieties in response to warming. All the experiments were performed using three biological and three technical replicates. Expression values were normalized with those of *BnACT7* (Chen et al., 2010). The second and third biological replicates are shown in Figure S3C.

**Figure 7:**
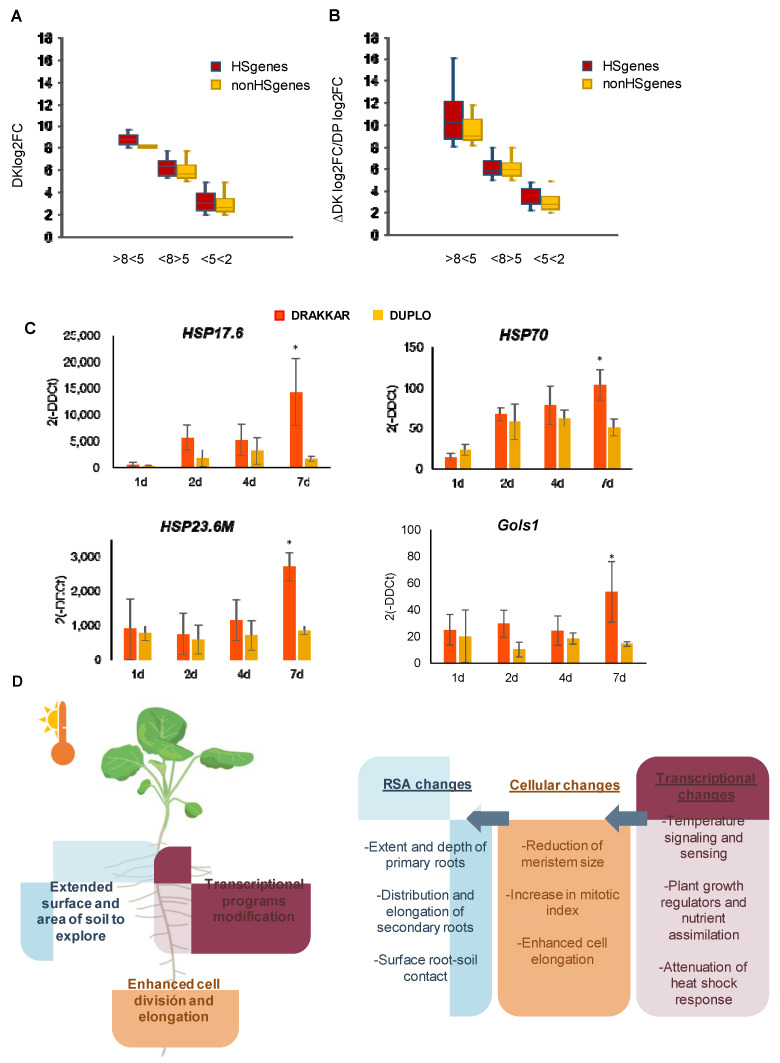
Attenuation of heat-shock stress response is crucial to adjusting root response. (**A**) Comparison between fold change values of heat-shock (HS) response genes and non-heat-shock (nHS) response genes of Drakkar DEGs, showing that this group of HSR genes had the highest fold changes of Drakkar DEGs. *x*-axis represents three consecutive intervals of DK log2FC values (DK, Drakkar). Red boxes correspond to HS genes, whereas yellow boxes correspond to nHS genes. (**B**) Differences between Drakkar log2FC and Duplo log2FC of HS response genes and nHS response genes, showing the highest differences between Drakkar log2FC and Duplo log2FC. *X*-axis represents three consecutive intervals of ∆DK log2FC/DP log2FC values (DP, Duplo). Red boxes correspond to HS genes, whereas yellow boxes correspond to nHS genes. (**C**) Differential dynamics of heat-shock response gene expression (*BnHSP17.6*, *BnHSP70*, *BnHSP23.6M*, and *BnGols1*) at 24 h, 48 h, 4 days, and 7 days after being exposed to 29 °C compared to control temperature, 21 °C, in Drakkar and Duplo roots. Statistical t-test analysis of three biological replicates * *p* < 0.05. (**D**) Warm temperature-triggered changes of several root traits promote root response by facilitating roots’ access to extended areas of soil (blue square box). Enhanced cell division and elongation support this increase in RSA growth (orange square box). Transcriptional changes of different gene regulatory networks related with temperature signaling, plant growth, and nutrient balance drives these cellular changes that result in the differential RSA response (brown square box). Finally, coordinated attenuation of heat response is required for root response to warming temperatures in *B. napus* (brown square box).

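The difference between the varieties was tested for the Cluster 2 heat-shock genes as an interaction of variety and temperature over the 12 libraries. All 55 genes had a smaller log2 fold change in Duplo than in Drakkar, with a median difference of -5.30. Some of them, such as *HSP22.0* (BnaC03g28860D) and *BnGolS1*, were at the floor in Drakkar at 21 °C. The size of their fitted differences is not fixed by the counts, and the medians given here are of fitted differences. In edgeR's quasi-likelihood test, 47 genes had an unadjusted p-value under 0.05, and none passed when adjusted over all genes, with a lowest adjusted p of 0.499. With DESeq2, 6 of them passed over all genes. Adjusted over the list alone, 45 passed, but the study chose the list by this difference in the same libraries, so that this count is not independent evidence. Without Duplo 21 °C replicate 2, the median difference was -1.50, with 6 genes at an unadjusted p-value under 0.05 and 0 adjusted over the list alone. With each of the other 11 libraries left out in turn, the median lay between -5.87 and -4.38, and the count adjusted over the list alone was 0 without Drakkar 21 °C replicate 2 and without Duplo 29 °C replicate 1.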

**Table 1:** Changes in major root traits of *Brassica napus* varieties result in extended and deeper root systems in response to warm temperatures. Comparative values of mean and coefficient of variation of major root traits classified according to their categories (extent, size, distribution, and shape-related traits) show significant changes in most traits between 21 °C and 29 °C in all *Brassica napus* varieties analyzed. Two-way ANOVA analysis of contribution of genotype (G), temperature (T), and genotype x temperature interaction (GxT) to changes in root trait values after warm temperature treatment were also assessed. Significant differences are indicated by asterisks, * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001, and ns shows non-significant differences. Ndepth (network depth, cm), Nwidth (network width, cm), ConvA (network convex area, cm^2^), MajA (major ellipse axis, cm), MinA (minor ellipse axis, cm), Nlength (total network length, cm), Narea (network area, cm^2^), Nper (network perimeter, cm), Nsurf (network surface area, cm^2^), Nbush (network bushiness), NLdist (network length distribution), Nsolid (network solidity, cm cm^−2^), MaxR (maximum number of roots), MedR (median number of roots), SRN (secondary root number), SRD (secondary root density, n cm^−1^), AspR (aspect ratio, cm cm^−1^), Nw/d (network width-to-depth ratio, cm cm^−1^). Detailed descriptions of root traits are provided in Table S1.

Trait	Category		21 °C				29 °C			Change		ANOVA	
		Mean	s.d	95% CI of the Mean	Coefficient of Variation	Mean	s.d	95% CI of the Mean	Coefficent of Variation		G	T	GxT
**Ndepth** (cm)	Extent	15.43	2.6	[13.57–17.29]	16.85	18.52	2.26	[16.9–20.13]	12.19	↑	***	***	***
**Nwidth** (cm)	Extent	4.91	1.08	[4.14–5.69]	22.05	6.24	1.25	[5.35–7.13]	20.01	↑	***	***	ns
**ConvA** (cm^2^)	Extent	47.23	14.53	[36.84–57.63]	30.77	72.62	18.25	[59.56–85.67]	25.13	↑	***	***	***
**MajA** (cm)	Extent	14.12	2.56	[12.28–15.95]	18.17	16.45	2.2	[14.88–18.02]	13.35	↑	***	***	***
**MinA** (cm)	Extent	4.05	0.90	[3.38–4.71]	22.98	5.08	1.1	[4.3–5.86]	21.59	↑	***	***	ns
**Nlength** (cm)	Size	61.85	15.35	[50.86–72.83]	24.82	87.37	22.97	[70.94103.8]	26.29	↑	***	***	***
**Narea** (cm^2^)	Size	3.15	0.83	[2.56–3.75]	26.4	4.26	1.17	[3.39–5.06]	27.64	↑	***	***	**
**Nper** (cm)	Size	128.5	31.27	[106.1150.8]	24.34	183.1	47.73	[148.9217.2]	26.07	↑	***	***	***
**Nsurf** (cm^2^)	Size	11.46	3.04	[9.28–13.64]	25.55	15.34	4.26	[12.29–18.39]	27.78	↑	***	***	**
**Nbush**	Distribution	3.21	0.55	[2.81–3.61]	17.3	3.36	0.34	[3.11–3.6]	10.23	≈	***	ns	*
**NLdist**	Distribution	2.26	0.33	[2.02–2.5]	14.63	1.68	0.17	[1.56–1.8]	9.88	↓	***	***	*
**Nsolid** (cm^2^ cm^−2^)	Distribution	0.07	0.01	[0.066–0.079]	12.53	0.06	0.01	[0.056–0.064]	10.26	↓	***	***	***
**MaxR**	Distribution	3.31	0.63	[2.86–3.76]	19.14	4.01	0.63	[3.56–4.46]	15.74	↑	***	***	ns
**MedR**	Distribution	1.04	0.05	[1–1.07]	4.56	1.28	0.21	[1.13–1.43]	16.1	↑	***	***	**
**SRN**	Secondary roots	24.68	4. 46	[21.49–27.87]	18.07	34.11	6.48	[29.48–38.75]	18.99	↑	***	***	*
**SRD** (n cm^−1)^	Secondary roots	1.64	0.32	[1.41–1.86]	19.27	1.84	0.21	[1.69–1.99]	11.66	↑	***	***	*
**AspR** (cm cm^−1^)	Shape	0.30	0.10	[0.23–0.38]	34.87	0.32	0.09	[0.25–0.39]	28.92	↑	***	ns	***
**Nw/d** (cm cm^−1^)	Shape	0.32	0.08	[0.26–0.38]	25.28	0.34	0.08	[0.29–0.39]	22.44	↑	***	ns	***

## Data Availability

The RNA-seq data reported in this article have been deposited in the public functional genomics data repository GEO (accession number GSE173272; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE173272, accessed on 17 April 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24021143/s1.

How the deposited data were processed for this re-analysis (not part of the article)

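RNA from root tips of the oilseed rape varieties Drakkar and Duplo, grown for 7 days at 21 °C or 29 °C, was sequenced in 3 biological replicates per variety and temperature, which gave 12 libraries. Samples were grouped by their labels and the paper's methods.

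The authors filtered the reads, aligned them to the rapeseed reference genome with HISAT2 and deposited, for each variety, a table with the count of reads on each of 101038 genes, without normalization. The paper's text does not name the counting program, its strand setting or how it treated reads that align to several genes. The count tables also hold a line without a gene name, with 0 to 2 reads per library, at most 6.55e-06% of its counts, which was left out. The authors also deposited, for each variety, the log2 fold change and its standard error, and the p-value and adjusted p-value, of a DESeq2 comparison of 29 °C with 21 °C on these counts. These values were used only to compare calls.

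From the counts, genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors (from 0.943 to 1.06 in Drakkar and from 0.972 to 1.02 in Duplo), and the temperatures were compared within each variety with edgeR's quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 1 were taken as DEGs. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. The interaction of variety and temperature was tested over all 12 libraries. CPM values of genes and gene lists are read counts relative to the library total, scaled by the TMM factors of the separate fit of each variety. The levels of Drakkar and Duplo are therefore not on 1 common TMM scale. Before log2, 0.5 was added to CPM for the principal component analysis and for ratios of single libraries. A group whose libraries all had 3 counts or fewer was taken to be at the floor. The versions used were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

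The libraries held between 26554987 and 39934384 reads on genes. The intervals and floors that follow from these counts cover counting error only. The test was checked on counts simulated from the real means and library sizes with 200 changed genes. For the interaction, edgeR recovered 160 of them with 15 false calls, and DESeq2 recovered 179 with 72 false calls. The simulated changes were large, in genes above a minimum mean count, and no simulated library lay apart. The rates cannot be carried over to smaller changes, low counts or the outlying libraries. The estimate of a mixed-in share of RNA was also tested on simulated data.

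Genes were named by a rule set before the data were examined. It takes all 29 genes with an identifier in Table S4, the 15 genes with a log2 fold change above 8 in the part of the Drakkar list of Table S2 at hand, the genes of class B heat-shock factor and *HB-3* loci in Table S3, and, for each variety, the 3 highest and 3 lowest log2 fold changes among DEGs without overlap between temperatures and with at least 1 CPM in one group. Gene names come from Tables S2 to S4. A RefSeq table of another assembly (Da-Ae) matched 3347 of the 101038 identifiers and was used neither for names nor for coordinates. Heat-shock genes are the Cluster 2 genes of 41 Arabidopsis loci listed before the data were examined. Clusters 5 and 6 were not analysed here, and Cluster 4 was used only for the genes the paper names.

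The alternatives set before the data were examined were DESeq2, other scaling factors (RLE, or library totals alone), no filter on low counts, at least 10 counts in every library, the replicate number as a block, robust estimation, one fit of all 12 libraries for both varieties, and each library left out in turn. DESeq2 without the filter and the mean temperature effect of both varieties were added after the data were seen.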

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

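Among the Drakkar DEGs with at least 1 CPM in one group and no overlap between temperatures, the lowest log2 fold changes belonged to 3 genes that the paper does not discuss, and that carry no name in the tables used. BnaC02g12680D fell from 18.9 ± 3.53 CPM at 21 °C to 0.387 ± 0.343 CPM at 29 °C (SD, n = 3), a log2 fold change of -5.59 (standard error 0.52, adjusted p = 0.00890, edgeR), between -6.33 and -5.07 when each Drakkar library was left out in turn. For BnaC04g28450D the log2 fold change was -5.28 (standard error 0.44, adjusted p = 0.00766, edgeR), between -6.32 and -4.86 in the same fits, and for BnaC02g12690D it was -5.26 (standard error 0.51, adjusted p = 0.00890, edgeR), between -5.89 and -4.74. Each stayed a DEG in 5 of these 6 fits. In Duplo, the log2 fold changes were -2.73 (standard error 0.32, adjusted p = 0.0888), -5.39 (standard error 1.57, adjusted p = 0.152) and -2.88 (standard error 0.34, adjusted p = 0.0888) in the same order, and none was a DEG in edgeR's test. With DESeq2, all 3 were DEGs in Duplo, with adjusted p-values of 1.4e-11, 0.022 and 3.4e-11 in the same order. Tested as an interaction with edgeR, the response in Duplo minus that in Drakkar was 2.84 (standard error 0.68, adjusted p = 0.499), -0.14 (standard error 1.78, adjusted p = 1.000) and 2.36 (standard error 0.69, adjusted p = 0.524). The identifiers of BnaC02g12680D and BnaC02g12690D follow each other, and reads shared between copies of one gene were not excluded for this pair. Library totals do not account for the fall in Drakkar, since with library totals alone in place of TMM factors the BnaC02g12680D Drakkar log2FC was -5.48, the BnaC04g28450D Drakkar log2FC -5.15 and the BnaC02g12690D Drakkar log2FC -5.14. A difference of the sequences from the reference is the same at both temperatures and would not give a fall within Drakkar. The genes were chosen from the Drakkar libraries alone, and the separate Duplo libraries also gave a fall, at unadjusted p-values of 8.01e-05, 0.0121 and 8.89e-05 in the same order (edgeR), with every 29 °C library of BnaC02g12680D and BnaC02g12690D below every 21 °C library. A response of these genes to temperature in both varieties stays a hypothesis.

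*PAB4* (BnaA09g42030D) was the DEG of Duplo, with a log2 fold change of 2.19, and the paper does not discuss it. It had 4.78 ± 0.399 CPM at 21 °C and 21.9 ± 0.845 CPM at 29 °C (SD, n = 3) in Duplo. In Drakkar, its log2 fold change was 2.01 (standard error 0.12, adjusted p = 0.00462, edgeR), and it was a DEG in all 6 fits that each left out a Drakkar library. In Duplo, it stayed a DEG in 1 of 6, the fit without 29 °C replicate 3. With library totals alone the log2 fold change in Duplo was 2.23. Reads of homoeologous or paralogous copies could not be separated from its own. The response in Duplo minus that in Drakkar was 0.16 (standard error 0.15, adjusted p = 0.906) in edgeR's interaction test, so that *PAB4* rose in both varieties without a difference past the threshold.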

How the results depend on the processing

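The direction of the medians of Cluster 1 and Cluster 3 in Duplo, and of the heat-shock genes in Drakkar, was the same under all alternatives. With RLE factors, robust estimation, no filter or at least 10 counts in every library, the counts of DEGs, shared DEGs and interaction genes stayed within 1.5 times their values. For the changes below, the cause was not tested.

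With DESeq2, there were 929 Duplo DEGs, 318 shared DEGs and 135 interaction genes. DESeq2 without a filter, chosen after seeing the data, gave 2611 Drakkar DEGs, 915 Duplo DEGs and 134 interaction genes. Shared DEGs numbered 316 in that fit. One fit of all 12 libraries gave 1122 Drakkar DEGs, a Drakkar share of DEGs upregulated of 70.4%, 684 Duplo DEGs and 227 shared DEGs. Library totals alone raised the share of upregulated Drakkar DEGs to 86.3% and turned *BnACT7* in Drakkar from -0.095 to 0.025.

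The replicate numbers do not pair the libraries, since the correlation of the deviations of same-numbered libraries was -0.0740, 0.0632 and 0.130 in Drakkar and 0.0268, -0.202 and -0.0411 in Duplo. With the replicate block, there were 545 Drakkar DEGs, 0 Duplo DEGs and 0 shared DEGs. The Duplo median of the heat-shock genes was then 0.64, and the Duplo log2 fold changes that reversed under the block were 0.84 for *BnHSP15.7*, 1.62 for *BnHSP70*, -0.12 for *BnKMD1*, 2.19 for *BnP23*, 2.89 for *ROF2* (BnaC07g26590D) and 0.14 for *HSFB2B* (BnaA03g24840D), and the BnaC04g00410D BnSAM1 Duplo log2FC was -0.63. At an unadjusted p-value under 0.05, the block left 8383 genes in Duplo.

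Across the fits that each left out one replicate, there were from 11 (without Drakkar 21 °C replicate 3) to 3173 (without Drakkar 29 °C replicate 2) Drakkar DEGs. The Drakkar share of DEGs upregulated lay between 66.4% (without Drakkar 21 °C replicate 2) and 81.8% (without Drakkar 21 °C replicate 3). There were from 0 to 396 (without Duplo 29 °C replicate 3) Duplo DEGs, where the 5 fits with 0 DEGs had between 6081 and 9849 genes at an unadjusted p-value under 0.05. The shared DEGs ranged from 0 to 92 (without Duplo 29 °C replicate 3), the Correlation of log2FC between varieties from 0.193 (without Duplo 29 °C replicate 3) to 0.889 (without Drakkar 21 °C replicate 3), and the interaction genes from 0 to 137 (without Duplo 21 °C replicate 2 or 29 °C replicate 3). In Duplo, the Cluster 1 median ranged from 0.59 (without 29 °C replicate 3) to 1.48 and the heat-shock median from -0.55 to 2.43 (without 21 °C replicate 2, or 2.05 with genes at the floor at their bound), with 0.069 without 29 °C replicate 1. Single Duplo log2 fold changes that reversed ranged from -0.12 to 2.39 for *BnACX2*, from -1.49 to 3.11 for *BnHSP15.7*, from -2.76 to 6.21 for *BnHSP17.6II*, from -0.88 to 3.14 for *BnHSP70*, from -2.62 to 4.12 for *BnKMD1*, from -0.11 to 1.68 for *BnNRT2.1*, from -0.79 to 5.63 for *BnP23*, from -2.61 to 3.04 for *BnPRX71*, from -2.35 to 1.77 for *BnSAM1*. They also ranged from -4.76 to 5.29 for *HSP17.6II* (BnaC02g04180D), from -0.21 to 7.10 for *ROF2* (BnaA06g30120D), from -0.12 to 3.41 for *GolS1* (BnaC04g00330D), from -1.26 to 5.09 for *ROF2* (BnaC07g26590D), from -0.23 to 0.96 for *HSF4* (BnaC01g01790D), from -0.70 to 0.060 for *HB-3* (BnaC05g20010D), from -0.62 to 0.91 for *HSFB2B* (BnaA03g24840D). The heat-shock genes *BnHSP15.7*, *BnHSP17.6II*, *BnHSP70*, *BnP23*, *HSP17.6II*, *ROF2* (BnaC07g26590D) and *HSFB2B* reversed without Duplo 21 °C replicate 2, *BnACX2*, *BnKMD1*, *BnPRX71*, *BnSAM1*, *HSF4* and *HB-3* without Duplo 29 °C replicate 3, and *BnNRT2.1* without 29 °C replicate 1, whereas *GolS1* reversed without 21 °C replicate 1 or 3, *ROF2* (BnaA06g30120D) without those or 29 °C replicate 3, and *BnP23* also without 29 °C replicate 1. Without Duplo 21 °C replicate 2, the 21 °C counts of both *HSP17.6II* genes were at the floor, so the highest value of each is not fixed by the counts.

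Of the log2 fold changes of named genes in each variety, 21 kept their direction and side of the threshold under all alternatives that gave a value for the gene, 54 changed side and 17 reversed. With at least 10 counts in every library, 38 of these 92 had no value, 6 of them among the 21, and *BnNIA1* in Drakkar had none without Drakkar 21 °C replicate 2 or 3. Genes near the floor of 3 counts limit the size of the highest fold changes.

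Of the 10 splits of the 6 Drakkar libraries into groups of 3, 1 gave as many DEGs, the real one. Of the 10 splits of the Duplo libraries, 2 did, with 1 DEG each. By genes at an unadjusted p-value under 0.05, the measure used below after the data were seen, the real split was the highest in both varieties. It gave 14958 genes in Drakkar, where the next split gave 4317, and 10272 in Duplo, where the next gave 2910. This design allows no share under 0.1. For the interaction, 40 splits were drawn, and comparing their counts past the threshold decides nothing, since the real groups gave 0. A comparison chosen after the data were seen used the genes at an unadjusted p-value under 0.05, 3891 in the real groups. As many were found in 10 of the 40 splits, the real one included. This comparison decides nothing either, since the drawn splits are not free of temperature effects. Of the 9 others, 5 kept the real temperature groups of one variety, among them the split that exchanges the temperatures of Duplo as a whole (20055 genes) and so measures the mean temperature effect of both varieties, and 4 mixed the temperatures within both varieties.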

Differences from the paper's values

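The paper's number of Drakkar DEGs is 2605, against 1707 here. Of the alternatives set before the data were examined, DESeq2 (2488), library totals alone (2142), no filter (1783) and the fit without Drakkar 29 °C replicate 2 (3173) came within 1.5 times the paper's number, and the others did not. For Duplo, the paper's number is 930, against 1 here, and DESeq2 (929) and one fit of all 12 libraries (684) closed the gap. The paper's methods name DESeq2. For the genes called in either variety, the paper's number is 3215, against 1707 here, which DESeq2 (3099) and the fit without Drakkar 29 °C replicate 2 (3173) closed. DESeq2 without a filter, chosen after seeing the values, gave 2611 Drakkar DEGs, 915 Duplo DEGs and 3210 in either.

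In Duplo, the paper's percent of DEGs upregulated is 58.5%, against 100% here, from 1 gene. DESeq2 (61.7%), one fit of all 12 libraries (59.2%) and the fit without Duplo 29 °C replicate 3 (48.5%) closed the gap, as did DESeq2 without a filter (58.9%), chosen after seeing the values. In Drakkar, the paper's percent of DEGs shared with the other variety is 12.2%, against 0.0586% here, which DESeq2 (12.8%) and the fit without Drakkar 21 °C replicate 3 (9.09%, of 11 DEGs) closed, and the added fit as well (12.1%, chosen after seeing the values). The paper's share of Duplo DEGs shared with Drakkar is 34.4%, against 100% here. DESeq2 (34.2%), one fit of all 12 libraries (33.2%) and the fit without Duplo 29 °C replicate 3 (23.2%) closed it, and so did the added fit (34.5%, chosen after seeing the values).

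The paper counts 13 heat-shock genes with a log2 fold change above 8 in Drakkar, against 8 here. DESeq2 and library totals alone gave 9 each, no filter gave 10 and the fit without Drakkar 29 °C replicate 2 gave 14, all within 1.5 times, and DESeq2 without a filter, chosen after seeing the values, gave 13. The replicate block gave 6 and at least 10 counts in every library gave 2. The paper counts 19 genes whose log2 fold change in Drakkar exceeds that in Duplo by more than 8, against 7 here, which no filter (16) and one fit of all 12 libraries (13) closed, and DESeq2 without a filter, chosen after seeing the values, gave 21. None of the other fits closed it. There were 0 with at least 10 counts in every library and 1 with the replicate block, and leaving out Duplo 29 °C replicate 3 gave 34 and Duplo 21 °C replicate 2 gave 2. Of these, the paper counts 13 heat-shock genes, against 7 here. No filter gave 10, and the fits without Drakkar 29 °C replicate 2, Duplo 21 °C replicate 1, Duplo 21 °C replicate 3 and Duplo 29 °C replicate 3 gave 9 each. The others did not close the gap, with 1 for the replicate block and 0 heat-shock genes with at least 10 counts in every library and without Duplo 21 °C replicate 2, any one of the Drakkar 21 °C libraries or Drakkar 29 °C replicate 1 or 3, whereas DESeq2 without a filter, chosen after seeing the values, gave 13.

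Of the paper's 352 Cluster 4 genes, the genes in the copy of the table numbered 75, and its Drakkar list in Table S2 has 2605 genes, of which 1653 were at hand, so no test was run on either list.

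In Duplo, *BnACO1*, *BnEXPA8*, *BnGA2ox2*, *BnPYL4*, *BnPYL5*, *BnSCL33*, *BnSTE1*, *BnSUC7*, *BnXTH24* and *BnXYL4*, all of Table S4, missed the threshold here. All 10 passed with DESeq2, with and without the filter, all but *BnXTH24* passed in one fit of all 12 libraries, and *BnACO1* and *BnPYL4* passed without Duplo 29 °C replicate 3.

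In Drakkar, *BnNRT2.1*, *BnNIA1*, *BnXTR6* and the *HSFB2B* genes BnaC03g73070D and BnaA03g24840D, as well as BnaC01g01790D of the *HSF4* locus, missed the threshold here and passed with DESeq2, with and without the filter. *BnNRT2.1* also passed with the replicate block, without a filter and without Drakkar 29 °C replicate 2, *BnNIA1* with robust estimation and without Drakkar 29 °C replicate 2, BnaC01g01790D with library totals alone, and BnaC03g73070D without Drakkar 29 °C replicate 2 or 3. *BnHSP17.6II* passed in one fit of all 12 libraries, and it and *HSP17.6II* (BnaC09g44630D) passed without a filter and without Drakkar 29 °C replicate 2, where *HSP22.0* (BnaC03g28860D) and *HSP18.2* (BnaA10g12710D) passed too, and *BnPRX71* passed without a filter. With DESeq2 without a filter, chosen after seeing the values, these 5 genes passed as well.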

Other observations

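The tests of a mixture with or exchange for libraries of the same variety, of depth and of the most abundant genes were chosen after the patterns were seen. The test of the mean temperature effect of both varieties was also added after the data were seen, and the other tests of this section were chosen before.

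Heat-shock genes in Duplo 21 °C replicate 2 reached a median of 46.9% of their Drakkar level at 29 °C. RNA of the Drakkar 29 °C libraries would bring other Drakkar transcripts along. Genes well expressed in Drakkar and near 0 in the other Duplo libraries reached 0.0503% of their Drakkar level there, against 0.0400% to 0.114% in the other Duplo libraries. An exchange or mixture with a Duplo 29 °C library is argued against by 40 of the 55 heat-shock genes, which lay above every Duplo 29 °C library by more than 2 counting errors (45 without this margin). The total of Duplo 21 °C replicate 2, 30263086 reads, lay within the range of the other Duplo libraries. Heat or other stress of these seedlings before harvest stays open as a hypothesis that was not tested.

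Drakkar 29 °C replicate 2 held few heat-shock transcripts. Genes that were raised in the other Drakkar libraries at 29 °C, heat-shock genes aside, lay there at a median of 46.8% of the way from the 21 °C to the 29 °C level (quartiles 18.9% and 82.2%), against 6.41% (2.47% and 12.4%) for the heat-shock genes. This argues against a mixture with or exchange for a Drakkar 21 °C library as the whole explanation. A difference in the stress of the replicates stays open and was not tested.

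Duplo 29 °C replicate 3 lay apart from the other Duplo libraries. Genes well expressed in Drakkar and near 0 in the other Duplo libraries reached 0.0400% of their Drakkar level in it, which argues against Drakkar RNA. Its 10 most abundant genes took 1.33% of the counts, against 1.34% to 1.45% in the other Duplo libraries, which argues against a few genes taking most of the counts. No biological explanation was tested, since the labels give no other difference between the replicates.

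Table S3 lists a Duplo log2 fold change of exactly 1 for 42 genes of Clusters 1 to 3, of which 38 are in Cluster 2. In the authors' deposited Duplo table, 42 of these 42 genes have no log2 fold change, and 0 of the other 2111 listed genes lack one. The same 42 genes had 0 counts in all Duplo libraries. A candidate explanation is that 1 stands for a missing value. None of them was a heat-shock gene.

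Of 23846 genes well expressed in at least one variety, 61 were expressed in Drakkar and near 0 in Duplo and 50 the reverse. Their identifiers formed 10 neighbouring pairs, where 10000 random draws gave at most 4 (p = 0.0001, the smallest these draws can give, permutation test, one-sided), which argues against chance placement. Sequence differences from the reference that stop reads from mapping cannot be told apart from the loss of the genes, since 51.4% of the genes (57 of 111) had 0 counts in all libraries of the variety that lacks them and the rest kept some.

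The mean temperature effect of both varieties, a test added after the data were seen, was past the threshold for 2087 of 55227 genes (1478 up) in the fit of all 12 libraries, where 20055 had an unadjusted p-value under 0.05.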
